# ISOLATION AND TRANSCRIPTOME ANALYSIS OF ADULT ZEBRAFISH CELLS ENRICHED FOR SKELETAL MUSCLE PROGENITORS

**DOI:** 10.1002/mus.21972

**Published:** 2011-02-17

**Authors:** Matthew S Alexander, Genri Kawahara, Alvin T Kho, Melanie H Howell, Timothy J Pusack, Jennifer A Myers, Federica Montanaro, Leonard I Zon, Jeffrey R Guyon, Louis M Kunkel

**Keywords:** differentiation, muscle mutants, muscle stem cells, myogenic progenitors, myogenesis, transcriptome, zebrafish

## Abstract

Introduction: Over the past 10 years, the use of zebrafish for scientific research in the area of muscle development has increased dramatically. Although several protocols exist for the isolation of adult myoblast progenitors from larger fish, no standardized protocol exists for the isolation of myogenic progenitors from adult zebrafish muscle. Methods: Using a variant of a mammalian myoblast isolation protocol, zebrafish muscle progenitors have been isolated from the total dorsal myotome. These zebrafish myoblast progenitors can be cultured for several passages and then differentiated into multinucleated, mature myotubes. Results: Transcriptome analysis of these cells during myogenic differentiation revealed a strong downregulation of pluripotency genes, while, conversely, showing an upregulation of myogenic signaling and structural genes. Conclusions: Together these studies provide a simple, yet detailed method for the isolation and culture of myogenic progenitors from adult zebrafish, while further promoting their therapeutic potential for the study of muscle disease and drug screening. *Muscle Nerve* **43**: 741–750, 2011

The use of zebrafish (*Brachydanio rerio*) as an animal model for scientific research has dramatically increased in recent years as more researchers recognize its value in elucidating molecular pathways in normal and diseased states.^1^ The ability to knock down gene expression in embryos using morpholinos has allowed researchers to perform reverse genetics to identify genes essential for vertebrate development in a high-throughput fashion. In addition, the zebrafish is an excellent model to study early myogenesis in an ex utero setting, which allows for the molecular determination of the timing events in somatogenesis that occur from the initial somites to mature myofibers.^2^, ^3^ Over the past few years, several zebrafish skeletal muscle mutants with links to human myopathies and dystrophies have been identified, such as *sapje* and *sapje-like* (dystrophin), *runzel* (titin), *softy* (laminin β2), and *candyfloss* (laminin α2), and have provided valuable insight into the progression of muscle disease.^4^–^8^ The high degree of evolutionary conservation of myogenesis between mammals and zebrafish renders loss-of-function (morpholinos) or gain-of-function (transgenic fish) experimentation both economical and rapid.^9^ Consequently, the development of an efficient and simple method for the isolation and in vitro study of myogenic progenitors from adult zebrafish muscle mutants, combined with the amenability of zebrafish for high-throughput chemical screens, can significantly accelerate identification of compounds and optimization of parameters for new therapeutic approaches prior to further evaluation in mammalian disease models.

There are many approaches for treating muscular dystrophies and myopathies. Cell-based therapy is among the more promising options.^10^ For cell therapy, therapeutic cells are transferred to the host recipient to treat the cause or symptoms of the disease. Recent experiments in mouse transgenic models have focused on enriching for cells with myogenic potential in the hopes that these cells will be able to successfully engraft and correct the disease. The molecular pathways involved in early zebrafish myogenesis have been shown to share a large amount of evolutionary conservation with that of the more well-characterized mouse animal model.^11^ Recent advances in zebrafish myogenesis have demonstrated that blastomeres isolated from zebrafish embryos can be transduced into myogenic cell cultures with the addition of hedgehog.^12^ Further experiments in larger fish species, such as the Atlantic salmon (*Salmo salar*) and the rainbow trout (*Oncorhynchus mykiss*), have resulted in the successful isolation, differentiation, and molecular characterization of adult dorsal myotome myoblasts grown in cell culture.^13^, ^14^

Despite the increased interest in the use of zebrafish to study muscle development and disease, no current protocol exists for the successful isolation and characterization of myogenic progenitors from the adult zebrafish skeletal muscle.^15^ Using a variant method from mammalian myoblast progenitor cell isolation,^16^ we have successfully isolated zebrafish myogenic progenitor cells from adult zebrafish whole dorsal myotome muscle. Utilizing an α-actin–red flourescent protein (RFP) transgenic fish line that expresses RFP exclusively in skeletal muscle, these adult zebrafish myogenic progenitor cells have been expanded and differentiated into multinucleated myotubes. Microarray transcriptome data obtained from these cells taken at critical time-points during myogenic differentiation have revealed a clustering of downregulated myogenic pluripotency markers (pax7a, myf5, ncam1a, etc.), but strong upregulation of myogenic signaling and structural genes (desmin, caveolin-3, α-actin-1a, etc). Together, these experiments provide a simple, yet concise method for the isolation of adult zebrafish skeletal myoblast progenitors from whole dorsal myotome muscle, which greatly expands zebrafish utility for in vitro cell culture differentiation experiments, myoblast transplantation, and chemical screening for novel drug-based therapies in muscle mutants.

## METHODS

### Fish Lines

The α-actin–RFP transgenic fish line was a generous gift from H.J. Tsai (Taiwan National University) and has been described previously.^17^ Additional experiments were done utilizing the wild-type AB strain, which was obtained from the Children's Hospital aquatics program and maintained in their aquatics facility. All animal protocols were approved by the animal resources committee of Children's Hospital.

### Isolation of Zebrafish Myogenic Muscle Cells from Whole Dorsal Myotome

For each cell preparation, 15–20 adult zebrafish were euthanized in tricaine (Sigma-Aldrich) and the whole zebrafish was placed in 100% ethanol for 30 seconds as the first step for sterilization. The fish's head, tail, and fins were removed with a scalpel, and the skin and internal organs were removed with forceps. The fish's body was sterilized in 10% bleach for 30 seconds and then washed twice in sterile phosphate-buffered saline (PBS) for another 30 seconds. Fish dorsal muscle and bone were minced with a scalpel and then transferred to a pre-weighed culture plate. For every gram of fish tissue, 3.5 ml of collagenase IV (10 mg/ml stock solution) and 3.5 ml of dispase (2.4 units/ml stock solution; Worthington Chemicals) were added and mixed by pipetting (Worthington). The solution was incubated at room temperature for 45 minutes (mixed every 10 minutes by pipette) before 10 ml of growth medium (L15; Sigma-Aldrich), 3% fetal calf serum, 100 μg/ml penicillin/streptomycin, 2 mM glutamine, and 0.8 mM CaCl_2_ (all Sigma-Aldrich) were added to the cells to quench the activity of the collagenase and dispase proteases. Debris was removed by filtering the cells through a 70-μm filter and then through two 40-μm filters (BD Biosciences). On each occasion, the filters were washed with 5 ml of L15 medium.

The cells were isolated by centrifugation at 1000 × *g* for 10 minutes at 9°C, and the supernatant was aspirated. The cells were then resuspended in 3 ml of red blood cell lysis buffer (Qiagen) and incubated for 3 minutes at room temperature before neutralization with 22 ml of L15 growth medium. The cells were then pelleted at 1000 × *g* for 10 minutes at 9°C, the supernatant aspirated, and the cell pellet resuspended in 3 ml of cold 1× PBS and layered on top of 4 ml of Ficoll-Paque gradient (GE Healthcare) in a 15-ml tube. Samples were then centrifuged at 1400 × *g* for 40 minutes at 9°C. A mononuclear cell layer was then extracted by pipette and washed with 10 ml of ice-cold 1× PBS. Afterwards, the cells were resuspended in 10 ml of ice-cold L15 buffer. The cell density was determined using an automated hemocytometer (Countess; Invitrogen), and the cell suspension was diluted in L15 growth medium.

The cells were then pre-plated on uncoated plates for 1 hour in a 28°C tissue culture incubator at 5% CO_2_. After pre-plating, the cellular supernatant (non-adherent cells) was removed and placed on laminin-coated plates (BD Biocoat). Alternatively, 0.1% gelatin-coated (porcine) plates can be used. The medium was changed every 3 days. The zebrafish myogenic progenitor cells were able to be grown for up to seven doublings before evidence of cellular senescence, with an average of four and five doublings per myoblast isolation. On average, a yield of 5–10 million live (trypan blue–negative) cells were isolated from each preparation of between 15 and 20 adult zebrafish. Lower yields of 100,000–500,000 live cells were isolated when using 1–5 adult zebrafish.

An alternative to the L15 growth medium was later used in zebrafish myogenic progenitor cell cultures and achieved the same results. Human skeletal myoblast growth medium (Promocell) that contained 20% fetal bovine serum (Atlanta Biologicals), 1× antibiotic–antimycotic (Invitrogen), and 1× Glutamax (Invitrogen), and supplemented with 3 ng/ml recombinant human fibroblast-like growth factor (rhFGF; Promega), can be used in lieu of the L15 growth medium.

### Myogenic Differentiation of Adult Zebrafish Myogenic Progenitor Cells

Approximately 300,000 cells/well were plated into six-well 0.1% gelatin-coated plates in 2 ml of growth medium and grown to 95% confluence. The medium was then changed to differentiation medium consisting of: 2% horse serum (Gibco) in Dulbecco modified Eagle medium (DMEM; Mediatech, Inc.) supplemented with 1× antibiotic–antimycotic (Invitrogen) and 1× Glutamax (Invitrogen). The differentiation medium was changed every other day, and cells were monitored for myotube fusion by phase and fluorescent microscopy. Multinucleated myotubes were observed during days 4–7.

### Immunohistochemistry

The following primary antibodies were used for immunohistochemistry of zebrafish myogenic progenitor cells: Pax3 mouse monoclonal (1:25; Developmental Studies Hybridoma Bank); Pax7 mouse monoclonal (1:25; Developmental Studies Hybridoma Bank); anti-MyoD1 rabbit polyclonal (1:50; Santa Cruz Biotechnology); and anti-myogenin rabbit polyclonal (1:50; M-225; Santa Cruz Biotechnology). The myogenin antibody has been characterized previously in early zebrafish myogenic progenitor cells.^18^ The zebrafish myod1 epitope has been shown to be recognized by the myf5 antibody (Santa Cruz Biotechnology).^19^

Approximately, 100,000 cells were pre-plated on uncoated coverslides (Nunc, Lab-Tek) and, after a 1-hour pre-plating, the supernatant was plated onto 0.1% gelatin-collated coverslips. The following day, the zebrafish myogenic cells attached were fixed in 4% paraformaldehyde (Electron Microscopy Sciences) at 4°C for 10 minutes. To block nonspecific binding of the antibodies, slides were incubated for 30 minutes at room temperature in PBS + 10% goat serum. After blocking, the slides were incubated overnight at 4°C using the primary antibodies. Slides were washed three times in 1× PBS, and sections were incubated with Alexa 488 (anti-mouse IgG)- or 568 (anti-rabbit IgG)-conjugated goat secondary antibodies (Invitrogen) at a 1:500 dilution for 45 minutes at room temperature. The slides were then washed three times in 1× PBS before mounting in Vectashield with 4′,6-diamidino-2-phenylindole (DAPI) (Vector Laboratories). Slides were analyzed by microscope (E1000 Nikon Eclipse; Nikon) and OpenLab software.

### RNA Isolation and Microarray Analysis

RNA was extracted directly from zebrafish myogenic progenitor cells in culture at various stages of differentiation using Tripure (Roche Applied Science), following the manufacturer's protocol. Zebrafish cDNA was hybridized to the Affymetrix GeneChip Zebrafish Genome Array (GenBank Release 36.0, June 2003) and processed following the manufacturer's protocol at the Molecular Genetics Core Facility at Children's Hospital Boston. The resulting. CEL files, which contain probe signal intensities of the samples, were preprocessed and normalized together using robust multiarray averaging (RMA), which returns the expression level of each probe set or gene as a positive real number in logarithmic base 2 scale.^20^ The complete microarray data are available from the NCBI Gene Expression Omnibus (GEO) as GSE19754.

Principal component analysis (PCA) was used to survey gene variation across sample (time) and space, and sample variation across transcriptome space, separately.^21^ Because most of the time-points had replicate sample measurements, we computed the linear correlation between the unlogged replicate time profiles (A, B) for each probe set to assess the reproducibility of their time profile. We selected the probe set with the maximum replicate time profile correlation as the unique representative for genes with more than one probe set representative. The fold change of a probe set for days 10–14 vs. days 0–1 was computed as the average RMA signal of days 10–14 minus the average RMA signal of days 0–1. This fold change is in log base 2 scale, because the RMA signal is in log base 2 scale. Gene ontology (GO) enrichment analysis was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID 6.7; http://david.abcc.ncifcrf.gov) on the mouse homologs of zebrafish genes, because the ontological characterization of genes is currently richer for the mouse than for the zebrafish.^22^ We used the mouse C2C12 myogenic differentiation microarray dataset (GEO, GSE19968) for comparative genomic analysis.^23^

### Quantitative Real-Time Polymerase Chain Reaction

Total RNA (1 μg) was extracted from the zebrafish muscle myogenic progenitor cells in culture at various time-points during differentiation and subjected to reverse transcriptase using the First Strand Synthesis Kit (Invitrogen). cDNA was then diluted in sterile water into tenfold serial dilutions, and real-time polymerase chain reaction (PCR) was performed (SYBR Green Master Mix; Applied Biosystems). Gene-specific primers that overlapped introns were used (refer to Supplementary Material, Table S5). All samples were amplified on a light cycler (Model 7900HT; ABI). Cycle time (CT) values were normalized to a zebrafish ef1α loading control. All significant values were determined using Student *t*-tests (two-tailed).

## RESULTS

### Isolation and Differentiation of Adult Zebrafish Myogenic Progenitor Cells

In mammals, it is possible to identify muscle progenitor cells by their potential to differentiate into multinucleate myotubes in culture. To access this capability in adult zebrafish, myogenic progenitor cells were prepared from α-actin–RFP transgenic zebrafish, as outlined in Figure 1 and detailed in the previous section. Following cellular expansion, after reaching 95%^+^ confluency (after being plated at 300,000 cells 24 hours earlier), the myogenic progenitor cells were exposed to differentiation medium. Over the course of 14 days, cultured zebrafish muscle cells began to fuse and elongate (Fig. 2). The use of the α-actin–RFP transgenic line allowed for the easy identification of mature myotubes in contrast to any few remaining fibroblasts due to the skeletal muscle-specific enhancer that drives expression of the RFP reporter, as characterized elsewhere.^17^

**FIGURE 1:**
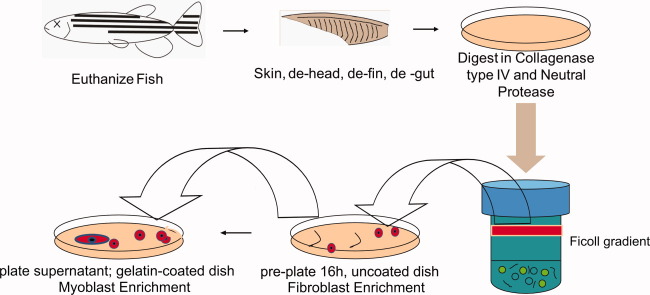
Basic protocol for the isolation of zebrafish skeletal muscle myogenic progenitor cells from whole dorsal myotome. Schematic showing the procedure for the isolation of skeletal myogenic progenitors from adult zebrafish dorsal muscle. Following euthanization of the zebrafish with tricaine, the fish are skinned, decapitated, de-finned, and de-gutted. A disassociation step in a mixture of collagenase IV and neutral protease breaks down cellular adhesion, whereas the use of a Ficoll gradient results in the isolation of a mononuclear cell layer. Pre-plating on uncoated plates was followed by an overnight (16-hour) transfer of the myoblast-enriched supernatant to gelatin-coated plates. [Color figure can be viewed in the online issue, which is available at wileyonlinelibrary.com.]

**FIGURE 2:**
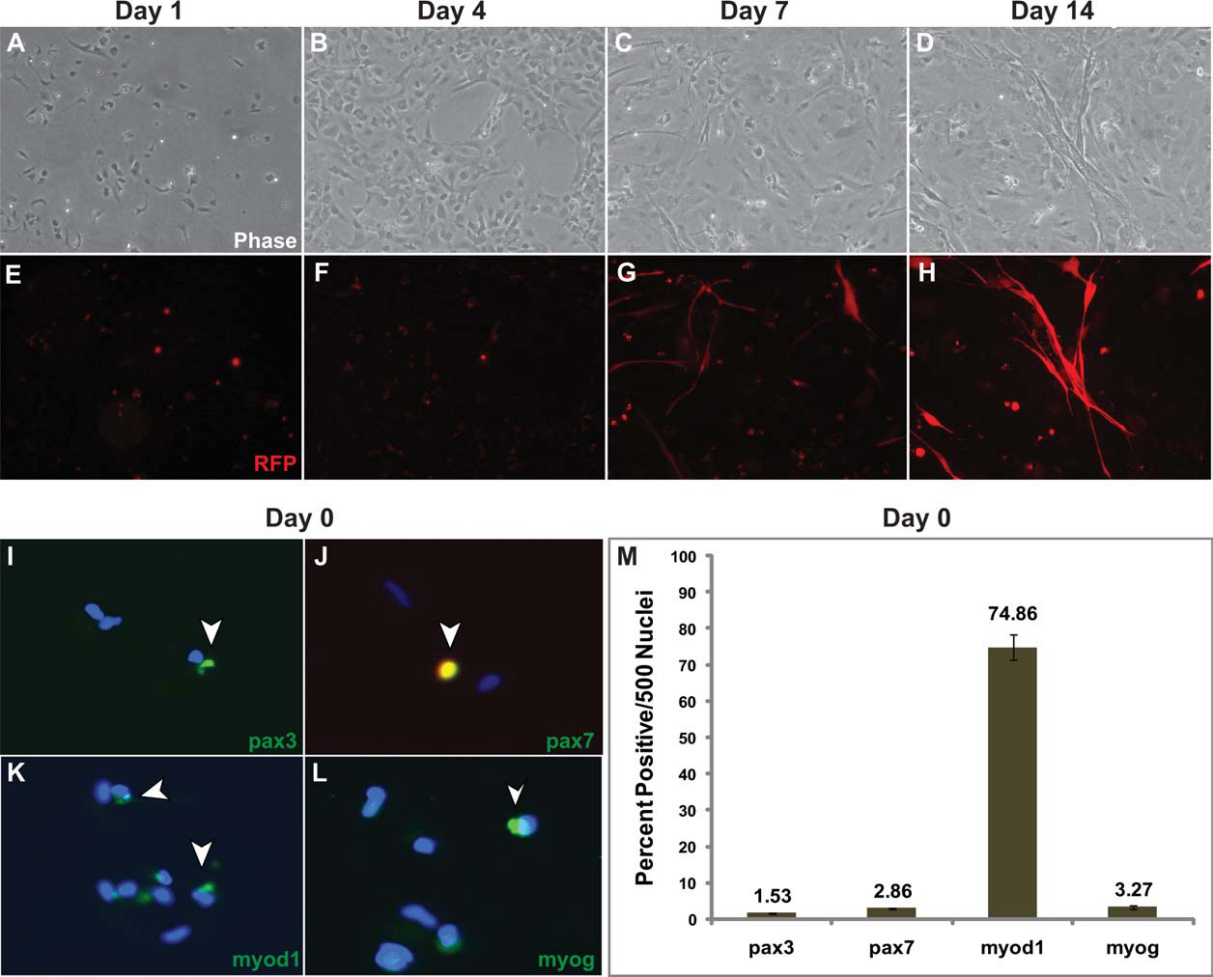
In vitro differentiation of primary myoblasts isolated from α-actin–RFP adult dorsal muscle. **(A–D)** Phase contrast of zebrafish myogenic progenitor cells differentiating from day 0 to day 14. **(E–H)** RFP expression of the α-actin promoter indicates myotube formation and myogenic differentiation. **(I–L)** Immunofluorescent staining of day 0 α-actin-–RFP myoblasts. Note that very few cells express high levels of the α-actin RFP transgene, as it undergoes higher levels of transcriptional expression during myogenic differentiation. Green fluorescent staining and open arrowheads demarcate myogenic markers (pax3, pax7, myod1, and myogenin). **(M)** Quantification of 500 DAPI-stained (blue) nuclei of the results from day 0 myoblast immunofluorescent staining in **(I)–(L)**. Immunostaining was performed in triplicate. [Color figure can be viewed in the online issue, which is available at wileyonlinelibrary.com.]

Initial plating of primary myoblasts from the α-actin–RFP fish resulted in very few RFP-positive cells either attached to the plates or free floating in the medium (Fig. 2A–H). At day 4, several clusters of RFP-positive cells emerged as the myoblasts began to undergo cellular fusion. The detection of RFP (α-actin) reporter was a strong indicator that the zebrafish myogenic progenitors had begun to activate transcripts essential for myoblast fusion and myotube structure, as the α-actin gene (promoter for RFP) expression is most robust in mature myofibers.^17^, ^24^ By day 7, long multinucleated RFP^+^ myotubes were identified that further expanded into twitching myotube clusters by day 14 (Fig. 2H).

To further characterize what stage of myogenesis these adult zebrafish myogenic progenitors resided in at the initial time of isolation (day 0), the cells were probed using immunofluoresence with the myogenic determination markers pax3 and pax7. Mammalian pax3 and pax7 function as determinants of the transition from embryonic myoblasts into muscle satellite cells, whereas, in zebrafish, these proteins function in the determination of fast muscle fibers used for swimming.^11^ Day 0 zebrafish myogenic progenitor cells had low levels of pax3 (1.53%) and pax7 (2.86%) protein expression, as quantified by immunofluorescence with monoclonal specific antibodies (Fig. 2I, J, and M). Conversely, these day 0 myogenic progenitors had significant levels of myod1 (74.86%), indicating that these cells were further committed than mammalian satellite cells to form myotubes (Fig. 2K and M). In addition, these cells had low expression of myogenin (3.27%) (Fig. 2L and M), a marker of myofiber determination. These experiments demonstrate that isolated myogenic progenitor cells can successfully fuse in cell culture as visualized by the α-actin–RFP fluorescent reporter, similar to the myoblast culture of larger fish species, such as the Atlantic salmon.^13^

### Transcriptome Profiles of Cell Fusion and Differentiation of Zebrafish Myogenic Progenitor Cells

To identify the myogenic transcriptome of zebrafish myogenic progenitor cells from cell proliferation through cell fusion and differentiation into mature myotubes, total mRNA was interrogated by microarray at different time-points (days 0, 1, 4, 7, 10, and 14) from zebrafish myogenic progenitor cells of the α-actin–RFP transgenic line as the cells underwent myogenic differentiation in culture.

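RNA of the cultured cells was hybridized to Affymetrix Zebrafish Genome Arrays, on which short probe sets measure the transcripts of each gene. Signals of 15617 probe sets on 32 arrays were analysed, 12 arrays of array batch 1 and 20 of array batch 2. The paper's set is the 10 arrays of batch 1 shown in Fig. 5A: 0A, 1A, 1B, 4A, 4B, 7A, 7B, 10A, 10B and 14A, where the number is the day of culture and the letter the replicate. Days 0–1 and days 10–14 were thus represented by 3 arrays each, and day 4 and day 7 by 2 arrays each. For batch 1 the labels give 500000 plated cells and a differentiation medium from Promocell, whereas the paper gives 300000 cells and DMEM.
The authors' values are linear MAS5 signals (the version is not given in the sources used here), scaled so that the mean of each array was 500 after 2% of the values were trimmed from each tail. The labels give scaling targets of 500 for batch 1 and 1500 for batch 2, and the trimmed mean was 500 on all 32 arrays. The median signal ranged from 105 to 279. The paper's own values came from RMA, which starts from probe intensities that were not used here. After 115 control probe sets were left out, the remaining 15502 were quantile normalized to the mean quantiles of the paper's set, an offset of 32 was added, and log2 was taken. Of these probe sets 10795 had a single gene symbol, which gave 8793 genes. Days 10–14 were compared with days 0–1, and day 4 with all other days, by limma with the Benjamini-Hochberg adjustment at an adjusted p under 0.05.
The brightness of the arrays before scaling moved with the days of culture. In the paper's set the unscaled mean was 21.4 to 49.5 on days 0–1, 52.5 and 122 at day 4, and 122 to 133 on days 10–14. The ratio of the 3′ to the 5′ GAPDH probe sets, a sign of RNA integrity, was 1.74 to 2.43 on days 0–1 and 1.26 to 1.39 on days 10–14. In batch 2 the unscaled mean was 182 to 636 on days 0–1 and 214 to 848 on days 10–14, so the groups overlapped. These values are the target of 1500 in the labels over the scale factor and would all be lower by the same factor with the mean of 500 found in the table. The GAPDH ratio in batch 2 was 3.34 to 9.72 on days 0–1 and 2.52 to 12.0 on days 10–14. The number of arrays limits the precision of every value.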

Duplicate biological measurements (A, B) were made for most time-points. 

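The mapped samples hold 22 arrays that are not in the paper's set. From batch 1 these are 0B and 14B. From batch 2 they are 0A, 0B, 0C, 1A, 1B, 1C, 4A, 4B, 4C, 4D, 7A, 7B, 7C, 7D, 7E, 10A, 10B, 10C, 14A and 14B, hybridized in 4 runs. The paper gives no reason for leaving these arrays out. The labels call 24 of the 32 arrays good and 8 poor. The poor arrays are 0B and 14B of batch 1, and 4B, 4C, 4D, 7A, 7B and 14A of batch 2.
Between the arrays of the paper's set, correlations across probe sets ran from 0.701 to 0.974. Array 0B of batch 1 stood apart from all others. Its scale factor was 915, its unscaled mean was 0.546, and its highest correlation with any other array was 0.196. Array 14B of batch 1, which had a scale factor of 3.17, had a mean correlation of 0.843 with the other arrays of day 14. No 2 arrays held identical values.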

For each microarray gene probe set, we computed the correlation between duplicate profiles to assess the reproducibility of the myogenic developmental profile of the gene. There were 5960 microarray gene probe sets with a correlation >0.8 between duplicate profiles. 

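The share of genes with reproducible courses varied between gene groups, which was not tested. Such courses were found for 18 of 24 genes of fatty acid oxidation, 15 of 22 leukocyte markers, 6 of 9 genes of myoblast fusion and 5 of 8 pigment cell genes. Of 85 measured genes of oxidative phosphorylation, the mitochondrial respiratory chain and ATP synthase, 54 had a correlation above 0.8 between the A and B profiles. The same held for 24 of 43 early response and heat shock genes, 25 of 60 S phase genes and 32 of 78 M phase genes. It held for 11 of 37 genes of the sarcomere and for 21 of 77 cytosolic ribosomal protein genes.
Across the array, 5349 probe sets (34.5%), standing for 3466 of 8793 genes, passed this correlation, which was computed over the unlogged signals of the 4 days with both an A and a B array (days 1, 4, 7 and 10). When the days of the B profile were put in each of the 23 other orders, 591 to 5041 probe sets passed, with a median of 1127. The count was 2277 when the profiles were extended to 6 days with the poor B arrays 0B and 14B.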

Unless otherwise noted, this is the primary microarray gene set used in subsequent analyses. PCA of the standardized temporal expression profiles of these genes show them to have two large-scale temporal patterns (Fig. 3). 

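Genes that were high on days 0–1 and genes that were low then lay on opposite sides of the first principal component. This component held 60.9% of the variance of the standardized day profiles of the 5349 reproducible probe sets, and the second component held 20.9%. A decreasing course was found for 2748 probe sets (51.4%) with 1591 unique genes, and an increasing course for 2601 (48.6%) with 1915 unique genes. Immediate early genes such as junba and junbb were on the decreasing side, and genes of the respiratory chain such as uqcrc1 were on the increasing side.
The split depended on the scaling of the arrays. With the authors' scaling alone, without quantile normalization, 68.6% of the reproducible probe sets decreased.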

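Developmental transcription factors and cell signaling receptors were mostly on the decreasing side. Of 67 reproducible genes for developmental transcription factors, 49 decreased and 18 increased, whereas 44.9% of the other reproducible genes decreased (Fisher's exact test, two-sided, adjusted p = 3.1e-05 over 31 gene lists). Of 50 genes for cell signaling receptors, 35 decreased and 15 increased (adjusted p = 0.0026, same test). Genes of S phase (24 decreasing and 1 increasing, adjusted p = 8.1e-07) and of M phase (28 and 4, adjusted p = 7.2e-06) also decreased. Relative to days 7–14, the median of both lists was 2.25 on 0A, 0.439 on 1A and 0.938 on 1B. In batch 2 the median changes at days 10–14 were -0.03 for S phase and 0.26 for M phase. All 24 reproducible early response and heat shock genes decreased (adjusted p = 8.6e-08). Markers of leukocytes (13 of 15, adjusted p = 0.0059), nerve and glia (8 of 8, adjusted p = 0.0070) and endothelium (6 of 6, adjusted p = 0.025) decreased with them. Of 13 genes of muscle progenitors and the Notch pathway, 10 decreased (adjusted p = 0.063). Fisher's exact test takes the genes as independent, though all were measured on the same arrays. Its p-values therefore do not measure the spread between cultures.
Among the transcription factors, runx3, a regulator of hematopoietic and skeletal lineages, fell between days 0–1 and days 10–14 by 4.11 on the log2 scale (standard error 0.32, adjusted p = 1.3e-04), while its other probe set did not pass the test (-1.59, adjusted p = 0.081). gata2a, a factor of blood and vessel precursors, fell by 2.73 (standard error 0.27, adjusted p = 2.4e-04). Among the receptors, nr4a2b, an orphan nuclear receptor induced by stress, fell by 4.05 (standard error 0.38, adjusted p = 1.9e-04). p2rx4a, an ATP-gated channel, rose by 3.603 (standard error 0.48, adjusted p = 9.6e-04).
Over all members tested for this change, 28 of 249 transcription factors fell and 18 rose (26 and 16 when adjusted over the list alone). Their list test gave an adjusted p = 0.013 (adjusted p = 0.51 with an estimated correlation). Of 144 receptors, 20 fell and 16 rose (19 and 15 adjusted over the list alone), with an adjusted p of 0.074. With all 32 arrays 32 transcription factors fell and 21 rose, and 21 receptors fell and 18 rose, whereas in batch 2 the counts were 23 and 25 and 18 and 17. Many more fell with the authors' scaling alone, 124 transcription factors and 64 receptors, while 7 and 10 rose. Without array 14A 15 transcription factors fell and 10 rose, and 12 receptors fell and 7 rose. Without 0A 41 transcription factors fell and 17 rose, and 32 receptors fell and 15 rose, with an adjusted p = 0.0089 for the receptors (adjusted p = 0.33 with an estimated correlation). The set of 32 without 0B of batch 1, chosen after the result was seen, had 35 transcription factors falling and 32 rising, and 24 and 21 receptors.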

Fifty-six percent (3340 genes, 2985 unique) have a profile that largely decreases with time (green dots, left hemisphere of PCA plot in Fig. 3A) and are enriched for development and cell signaling receptor ontologic terms (Supplemental Material, Table S1). 

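Genes of mitochondrial energy metabolism leaned to the increasing side. Of 54 reproducible genes of oxidative phosphorylation, 53 increased and 1 decreased (Fisher's exact test, two-sided, adjusted p = 1.1e-11). Of 18 genes of fatty acid oxidation 16 increased (adjusted p = 0.011), and of 13 genes of the tricarboxylic acid cycle and pyruvate dehydrogenase 12 increased (adjusted p = 0.025). The broader list of oxidoreductases and detoxifying enzymes was split, with 25 increasing and 23 decreasing (adjusted p = 0.85). Genes of glycolysis, glycogen and creatine kinase had 13 increasing and 4 decreasing members (adjusted p = 0.17). As above, these p-values from Fisher's exact test take the genes as independent and do not measure the spread between cultures.
Between days 0–1 and days 10–14, uqcrc1, a core subunit of respiratory complex III, rose by 1.37 on the log2 scale (standard error 0.28, adjusted p = 0.0066), and cox4i2, a subunit of cytochrome c oxidase, rose by 1.85 (standard error 0.31, adjusted p = 0.0028). acaa2, the thiolase of mitochondrial fatty acid oxidation, rose by 2.47 (standard error 0.26, adjusted p = 3.5e-04). idh3g, a subunit of isocitrate dehydrogenase, rose by 1.60 (standard error 0.25, adjusted p = 0.0022). These log2 changes over all 32 arrays were 1.31 for uqcrc1, 1.04 for cox4i2, 1.84 for acaa2 and 1.17 for idh3g. In batch 2 cox4i2 and idh3g did not pass the test (0.58, adjusted p = 0.40, and 0.66, adjusted p = 0.15).
In oxidative phosphorylation 28 of 85 measured genes rose and none fell in the paper's set (32 higher and 1 lower adjusted over the list alone), 48 rose over all 32 arrays, and 27 rose in batch 2. The list test gave an adjusted p = 6.6e-06 (adjusted p = 0.51 with an estimated correlation). Fatty acid oxidation had 18 of 24 genes higher (18 adjusted over the list alone), 19 over all 32 arrays and 14 in batch 2, with an adjusted p = 5.6e-07 (adjusted p = 0.19 with an estimated correlation). In the tricarboxylic acid cycle 5 of 24 rose (5 adjusted over the list alone) and dldh fell, with an adjusted p = 0.050 (adjusted p = 0.50 with an estimated correlation). In the tricarboxylic acid cycle 9 rose over all 32 arrays and 4 in batch 2. Of 128 oxidoreductases 29 rose and 16 fell (32 and 18 adjusted over the list alone, 34 and 21 over all 32 arrays, 17 and 19 in batch 2), and with the authors' scaling alone 23 rose and 39 fell. Falling members included cyp1a, a detoxifying cytochrome P450 (-5.16, standard error 0.48, adjusted p = 1.9e-04), and gpx1b, a glutathione peroxidase (-3.94, standard error 0.27, adjusted p = 9.4e-05). Of 34 genes of glycolysis, glycogen and creatine kinase 10 rose and 7 fell (10 and 8 adjusted over the list alone, 10 and 8 over all 32 arrays, 4 and 11 in batch 2), a balance that turned to 8 and 11 with the authors' scaling alone. Their median change was 0.02, whereas their list test pointed down (adjusted p = 0.86).
The counts depended on the arrays more than the median change did. The 28 genes of oxidative phosphorylation became 5 without 14A, 8 without 10A, 7 without 10B, 15 without 1A, and 14 without 7A or 7B, but 27 without 4A and 36 without 0A. The median change of this list was 0.58 in the paper's set, 0.60 without 14A and 0.66 without 0A. Without 14A or 10B only 1 gene of glycolysis rose, and without 10A 3 did, while 4 fell without 14A. The 16 falling oxidoreductases became 10 without 14A and 27 without 0A.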

Forty-four percent (2620 genes, 2414 unique) have a profile that is largely increasing with time (magenta dots, right hemisphere of PCA plot in Fig. 3A) and are enriched for oxidoreductive and metabolic enzyme ontologic terms (Supplementary Material, Table S2). 

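Decreasing genes were highest at day 1, and increasing genes were lowest then. In units of each gene's own SD over the days, the mean profile of the decreasing probe sets was 0.43 at day 0, 1.39 at day 1, -0.27 at day 4, -0.54 at day 7, -0.54 at day 10 and -0.48 at day 14. That of the increasing probe sets was -0.65 at day 0, -1.07 at day 1, 0.03 at day 4, 0.64 at day 7, 0.47 at day 10 and 0.58 at day 14. The spread between genes was wide, with an SD of 0.56 among decreasing and 0.81 among increasing probe sets at day 4.
The step between neighboring days was largest from day 1 to day 4 for 50.9% of the 5349 reproducible probe sets, from day 0 to day 1 for 21.6%, from day 4 to day 7 for 21.9%, from day 7 to day 10 for 3.18%, and from day 10 to day 14 for 2.41%. With profiles over 6 days in which 0A and 14A stood in for the missing B arrays, the share from day 1 to day 4 was 39.8%, and with the poor B arrays it was 44.4%.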

The majority of genes change their expression level at day 4: high to low, and vice versa (Fig. 3B). Phenotypically, zebrafish muscle cells at day 4 of myogenic differentiation are in the initial stages of myotube fusion. To identify the active genes at day 4, we performed a differential analysis of day 4 vs. the other days (0, 1, 7, 10, and 14). 

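Genes of mitosis and of DNA replication leaned higher at day 4 than on average over the other days, but were not highest then. The median of the genes of both lists, relative to days 7–14, was 2.25 on 0A against 1.41 on 4A and 1.11 on 4B. In batch 2 the M phase medians of 7B (0.655, labelled poor) and 7D (0.710, labelled good) exceeded those of every day 4 array. Of 78 measured genes of M phase and mitosis, 73 had a positive log2 change at day 4 against the other days in the paper's set, with a median of 0.98. Of 60 genes of S phase and DNA replication, 57 had a positive change, with a median of 0.82. The list tests gave an adjusted p = 1.4e-11 for M phase and 2.1e-09 for S phase (both adjusted p = 0.70 with an estimated correlation). The medians were 0.68 for M phase and 0.65 for S phase over all 32 arrays, and 0.57 and 0.51 in batch 2.
No single M phase or S phase gene passed the test by limma in the paper's set, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 5 M phase genes and 3 S phase genes were higher, and over all 32 arrays 41 and 20 were. The M phase genes with the strongest evidence were ccnb3, a B-type cyclin (0.80), kif2c, a kinesin of the mitotic spindle (0.85), cenpk, a kinetochore protein (1.44), and prc1a, a protein of the central spindle (1.64), all with an adjusted p of 0.99. ccna2, the A-type cyclin, had a change of 1.84 (adjusted p = 0.99).
Across all 15502 probe sets, 1 was higher at day 4 by limma, 321 at an unadjusted p under 0.05, and 424 by a t-test at an unadjusted p under 0.05. Chance alone would pass a share of about 0.05 over both directions, and neither unadjusted count stood far above its part of that. By limma 988 passed an unadjusted p under 0.05 as higher over all 32 arrays, and 1223 in batch 2. Differences between the other days widened the spread in this comparison, so a count near chance does not show that changes were absent. The probe set called in the paper's set belongs to nog2, which encodes a secreted inhibitor of BMP signaling (log2 change 2.202, standard error 0.27, adjusted p = 0.035). Of all probe sets 4 were higher over all 32 arrays, 1 of them with a gene symbol, eif2b2, a subunit of a translation initiation factor (adjusted p = 0.022), and nog2 did not pass (0.95, adjusted p = 0.48). That count depended on array 0B of batch 1, since there were 108 probe sets higher at day 4, all 32 arrays but 0B taken, a set chosen after the result was seen. In batch 2 the called probe set was eif2b4, another subunit of the same factor (1.28, adjusted p = 0.048). Leaving out any 1 of the 10 arrays ended the call of nog2.

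**Figure D1:**
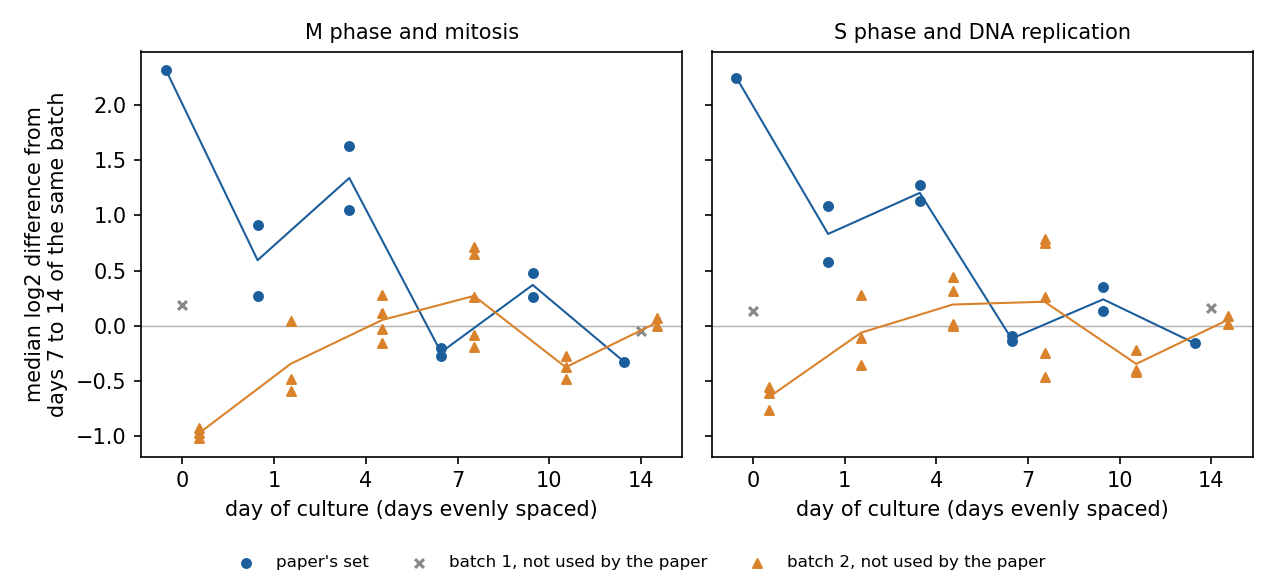
Median over the genes of each list of the log2 difference from the mean of days 7–14 of the same batch, for every array, against the day of culture (days evenly spaced). Circles are arrays of the paper's set, crosses are the arrays of batch 1 outside it, triangles are arrays of batch 2, and lines join the day means.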

Forty-seven unique genes were significantly upregulated at day 4 relative to the other days and were enriched for M-phase and mitosis ontologic terms (Supplementary Material, Table S3). 

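Genes of collagens and of the wider extracellular matrix leaned lower at day 4. The collagen list had a negative log2 change at day 4 in 14 of its 21 measured genes in the paper's set, with a median of -0.07, an adjusted p = 0.012 (adjusted p = 0.49 with an estimated correlation). The list of other matrix proteins and matrix enzymes had a median of -0.36 over 43 genes, an adjusted p = 3.2e-04 (adjusted p = 0.49 with an estimated correlation). Markers of fibroblasts, of which several are matrix genes, had a median of -0.65 over 13 genes, an adjusted p = 8.6e-04 (adjusted p = 0.49 with an estimated correlation). The medians over all 32 arrays were -0.51 for collagens, -0.66 for other matrix genes and -0.54 for fibroblast markers.
Single genes rarely passed the test. In the paper's set no collagen or other matrix gene was lower by limma over all genes, 1 collagen was lower when adjusted over the list alone, and 3 collagens and 7 other matrix genes were lower at an unadjusted p under 0.05. The collagen was col6a3, an α chain of collagen VI, with a log2 change of -2.78 (standard error 0.38, adjusted p = 0.055). With all 32 arrays 2 collagens were called, col6a3 (-2.94, adjusted p = 0.0018) and col1a2, an α chain of collagen I (-1.88, adjusted p = 0.014). postnb, which encodes the matrix protein periostin, had a change of -2.12 in the paper's set (adjusted p = 0.69) and of -2.23 over all 32 arrays (adjusted p = 0.0071).
Across all probe sets, 2 were lower at day 4 by limma in the paper's set, 388 at an unadjusted p under 0.05, and 416 by a t-test at an unadjusted p under 0.05. Neither unadjusted count stood far above the part that chance alone would pass. By limma 818 passed an unadjusted p under 0.05 as lower over all 32 arrays, and 1099 in batch 2. The 2 called by limma in the paper's set were rbp4, the carrier of retinol in plasma (-3.32, standard error 0.41, adjusted p = 0.035), and selenop, a selenium carrier (-2.90, standard error 0.38, adjusted p = 0.042). There were 19 probe sets with 14 gene symbols lower over all 32 arrays, rbp4 (-3.92, adjusted p = 0.0020) and selenop (-2.80, adjusted p = 0.017) among them. This became 128 probe sets lower at day 4, all 32 arrays but 0B of batch 1 taken, a set chosen after the result was seen. In batch 2 7 were lower, among them 3 genes of the muscle fiber, ckma, tnnt3b and tpma. Leaving out any array of the paper's set other than 4B ended the calls of rbp4 and selenop, and without 4A the median of the other matrix genes was 0.04 and that of the fibroblast markers 0.13.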

Sixty unique genes were significantly downregulated at day 4 relative to the other days and were enriched for collagen and extracellular matrix ontological terms (Supplementary Material, Table S4). In addition, we examined the microarray expression profile of nine reproducible transcripts that have been reported previously to be differentially expressed during myogenesis.^25^

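Of the 9 genes, cacng1a, a subunit of the calcium channel of muscle, rose, and junba and junbb, immediate early transcription factors, fell. cacng1a had a signal of 22.2 ± 11.1 (SD, n = 3 arrays) on days 0–1 and 340 ± 79.9 (SD, n = 3) on days 10–14 in the paper's set, a log2 change of 2.77 (standard error 0.51, adjusted p = 0.0038 from limma). Its change was 2.00 over all 32 arrays and 1.46 in batch 2 (adjusted p = 0.025). junbb changed by -2.81 (standard error 0.39, adjusted p = 0.0012) and by -2.07 in batch 2 (adjusted p = 8.7e-05). junba changed by -1.22 (standard error 0.30, adjusted p = 0.014), and by -0.76 in batch 2 (adjusted p = 0.019).
The other genes did not pass the test in the paper's set. pax7a, a marker of muscle progenitors, changed by -0.96 (adjusted p = 0.080), raraa, a retinoic acid receptor, by -1.12 (adjusted p = 0.10), ccna2 by -1.32 (adjusted p = 0.21), notch1a by -0.90 (adjusted p = 0.15), hdac8, a histone deacetylase, by 1.06 (adjusted p = 0.22), ncam1a by 0.60 (adjusted p = 0.12), and myf6, a muscle regulatory factor, by 0.29 (adjusted p = 0.42). With all 32 arrays pax7a fell (-1.12, adjusted p = 0.0066), raraa fell (-0.71, adjusted p = 0.045) and hdac8 rose (1.33, adjusted p = 0.0017). Without array 0A pax7a (-1.29, adjusted p = 0.018), raraa (-1.69, adjusted p = 0.0058) and notch1a (-1.45, adjusted p = 0.0073) fell, and hdac8 rose (1.95, adjusted p = 0.0015). The falls of pax7a (-1.86, adjusted p = 0.0033), notch1a (-1.63, adjusted p = 0.0089) and raraa (-1.13, adjusted p = 0.050) also passed with the authors' scaling alone. ncam1a passed only with an offset of 1 (1.54, adjusted p = 0.035).
The days of highest expression differed between the genes. pax7a, notch1a and raraa were highest at day 1, where they stood 1.98, 2.03 and 1.99 SD above their mean over the days. hdac8, junba, junbb and ccna2 were highest at day 0, cacng1a and myf6 at day 7, and ncam1a at day 10. Day 0 was read by 0A alone, and in batch 2 it had the lowest mean signal of all days for hdac8 (433) and ccna2 (83.4), but the highest for junba and junbb. The other genes peaked on other days in batch 2: pax7a (69.6) and raraa (741) at day 0, myf6 (81.4) at day 1, ncam1a (99.9) at day 7, cacng1a (338) at day 10 and notch1a (169) at day 14. The other probe sets of pax7a, notch1a and myf6 did not pass the test in either set. The correlation between the A and B profiles was above 0.8 for all of them except myf6, for which it was 0.43. The second copies ncam1b, notch1b and rarab did not pass the test in the paper's set (adjusted p = 0.27, 0.18 and 0.065). Without array 10B junba did not pass either (-1.03, adjusted p = 0.063).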

**FIGURE 3:**
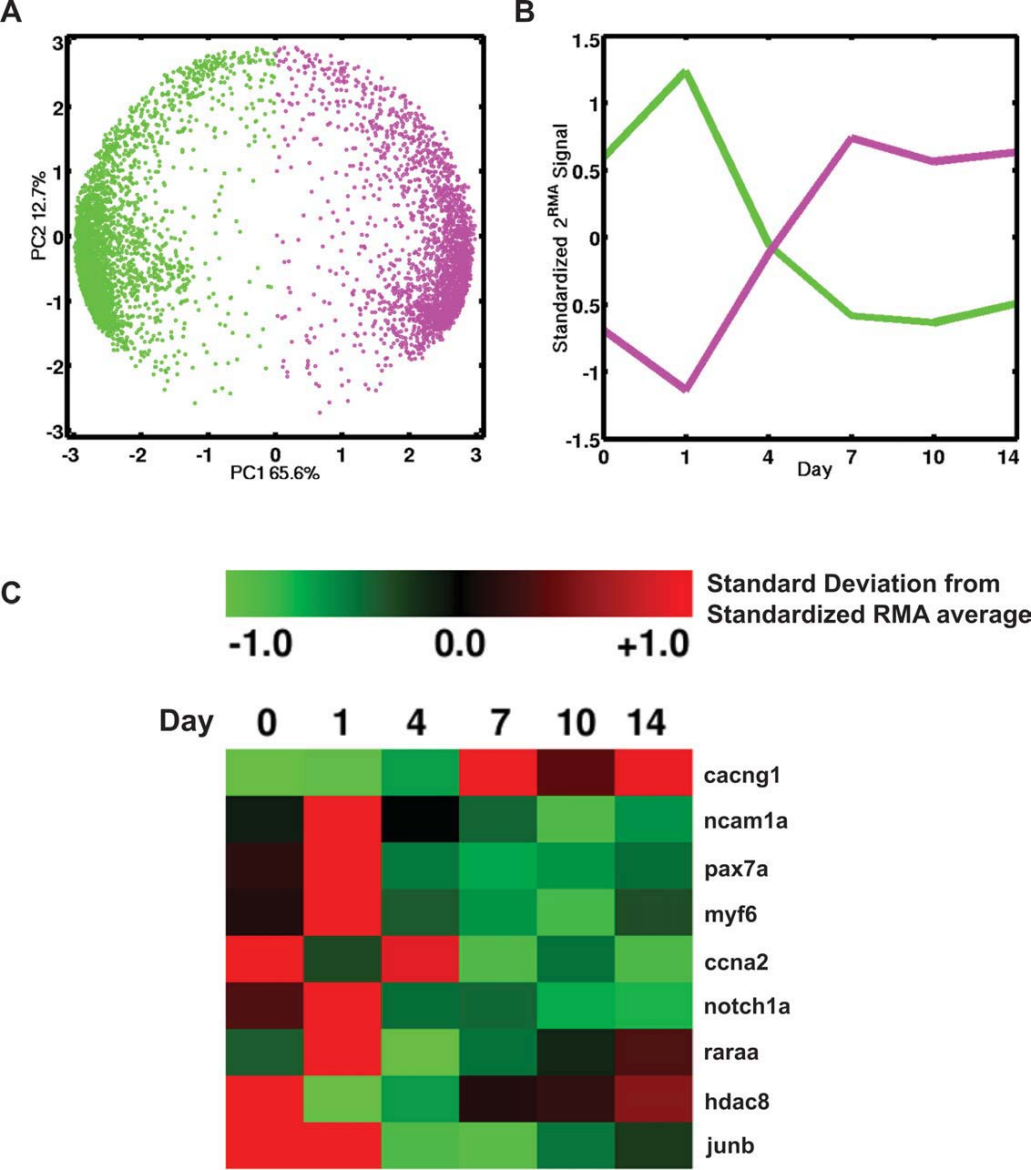
Microarray analysis of zebrafish myogenic progenitor cell differentiation transcriptome. **(A)** Principal components analysis (PCA) showing the principal components 1 vs. 2 plot of the zebrafish muscle cell differentiation microarray data of 5960 reproducible genes (shown as colored dots) in time and indicates two large-scale temporal patterns of expression. Genes on the left hemisphere (green) are highly expressed at days 0–1, and decrease over time. Genes on the right hemisphere (magenta) show low expression at days 0–1, and increase over time. The principal components axes are a linear combination of the time-points. **(B)** The average expression profile of the genes from the two large-scale temporal patterns of expression. **(C)** Standardized expression for upregulation (red) vs. downregulation (green) of nine differentially regulated myogenic genes. [Color figure can be viewed in the online issue, which is available at wileyonlinelibrary.com.]

### Zebrafish Myogenic Progenitor Cells Express Myogenic Genes at Critical Time-Points during Differentiation

After myogenic progenitor cell microarray analysis of the zebrafish, samples were validated by quantitative real-time PCR for several important myogenic genes using exon-overlapping primers. Several myogenic structural (*acta1a*, *desma*), cell-signaling (*cav3*, *cxcr4a*), and transcription (*myog*, *pax3a*) factors were chosen for validation. In each case, each gene followed the expected microarray trend across myogenic differentiation (Fig. 4). 

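Against the only array of day 0 in the paper's set, acta1a, desma, cav3 and myog were higher on every day from day 4 on, and cxcr4a was lower. The mean signal at day 4 of batch 2 was not above that at day 0 for acta1a (307 and 388), desma (222 and 224), cav3 (75.5 and 126) or myog (104 and 124), and cav3 was at 96.7 at day 14. The labels call the batch 2 arrays 4B, 4C, 4D and 14A poor. On 4A of batch 2, labelled good, the signals of these genes were 200, 328, 122 and 114. cav3, which encodes the muscle caveolin of the plasma membrane, had a log2 change from day 0 of 1.54 at day 4 and of 2.05 at day 14. At day 4 the changes from day 0 were 2.17 for acta1a, 2.95 for desma, 2.40 for myog and -1.88 for cxcr4a. At day 14 they were 3.57, 4.56, 2.85 and -3.12. pax3a, a transcription factor of early myoblasts, had a change of 0.94 at day 1, -0.19 at day 4 and 0.07 at day 14. Day 14 was read by a single array too.
Between days 0–1 and days 10–14, cav3 rose by 2.12 on the log2 scale (standard error 0.48, adjusted p = 0.010 from limma), from a signal of 77.5 ± 46.3 (SD, n = 3 arrays) to 413 ± 55.0 (SD, n = 3). cav3 changed over all 32 arrays by 1.46 (adjusted p = 0.0013), and in batch 2 it did not pass the test (0.64, adjusted p = 0.14). On the arrays outside the paper's set the signal of cav3 was 24 on 0B and 483 on 14B of batch 1. In batch 2 it was 158, 129 and 90 at day 0, 127, 51 and 53 at day 1, 122, 49, 77 and 54 at day 4, 95, 60, 188, 169 and 114 at day 7, 349, 168 and 168 at day 10, and 41 and 152 at day 14.
None of the 6 genes reached the correlation of 0.8 between the A and B profiles. It was 0.40 for acta1a, 0.51 for cav3, 0.51 for cxcr4a, 0.45 for desma, 0.59 for myog and 0.58 for pax3a. The PCR values were not analysed here.

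**Figure D2:**
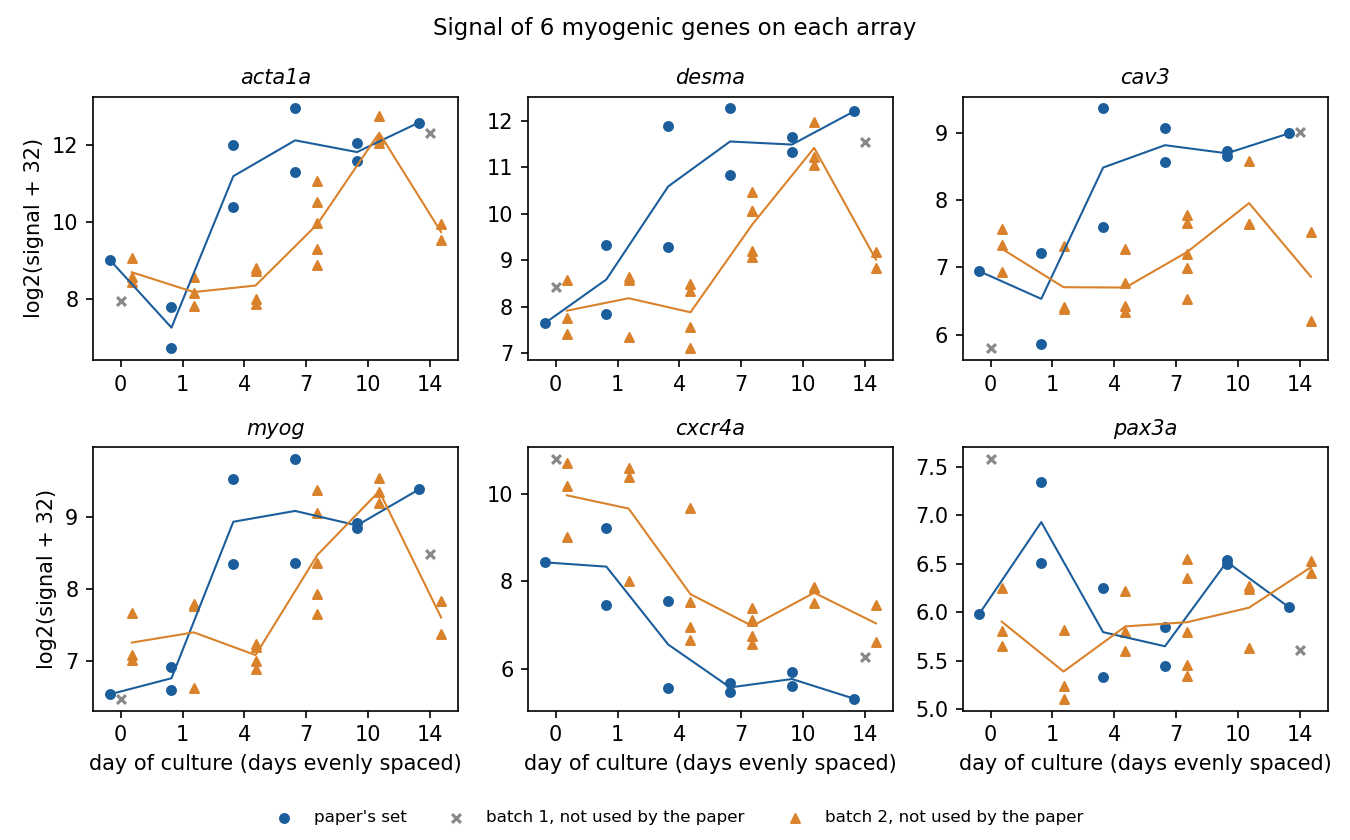
Signal of acta1a, desma, cav3, myog, cxcr4a and pax3a on each array as log2 of the signal plus 32, against the day of culture (days evenly spaced). Circles are arrays of the paper's set, crosses are 0B and 14B of batch 1, triangles are arrays of batch 2, and lines join the day means.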

The myogenic structural genes (*acta1a* and *desma*) were all upregulated as the zebrafish myogenic progenitor cells underwent myogenic fusion and myotube formation. 

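acta1a encodes the α-actin of skeletal muscle and desma encodes desmin, the intermediate filament protein of muscle. The signal of acta1a was 249 ± 213 (SD, n = 3 arrays) on days 0–1 and 4455 ± 1560 (SD, n = 3) on days 10–14 in the paper's set. This is a log2 change of 4.23 (standard error 0.66, adjusted p = 0.0020 from limma). The signal of desma was 327 ± 251 (SD, n = 3) on days 0–1 and 3474 ± 1105 (SD, n = 3) on days 10–14, a log2 change of 3.46 (standard error 0.70, adjusted p = 0.0061). desmb, the second desmin gene, did not pass the test (0.28, adjusted p = 0.46).
Both genes also rose over all 32 arrays, where the log2 changes were 3.54 for acta1a (adjusted p = 3.5e-06) and 2.93 for desma (adjusted p = 8.4e-06). The mean signals were 292 ± 135 (SD, n = 10 arrays) and 3962 ± 2094 (SD, n = 9) for acta1a, and 281 ± 150 and 2537 ± 1418 for desma. In batch 2 alone the changes were 3.00 (adjusted p = 7.1e-04) and 2.68 (adjusted p = 0.0010).
On the arrays outside the paper's set the signal of acta1a was 216 on 0B and 5065 on 14B of batch 1. The arrays of batch 2 had 315, 348 and 502 at day 0, 252, 344 and 194 at day 1, 200, 414, 223 and 392 at day 4, 1432, 441, 2097, 970 and 594 at day 7, 4216, 4526 and 6830 at day 10, and 708 and 948 at day 14. The signal of desma was 313 on 0B and 2968 on 14B. The values in batch 2 were 184, 351 and 137 at day 0, 348, 367 and 130 at day 1, 328, 106, 158 and 294 at day 4, 1037, 559, 1376, 1040 and 503 at day 7, 2093, 2356 and 4020 at day 10, and 426 and 551 at day 14.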

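cxcr4a encodes a receptor of the chemokine Cxcl12, and myog encodes myogenin, a transcription factor of differentiating muscle cells. The signal of cxcr4a was 340 ± 211 (SD, n = 3 arrays) on days 0–1 and 17.8 ± 10.5 (SD, n = 3) on days 10–14 in the paper's set. It fell by 2.75 on the log2 scale after the offset of 32 was added (standard error 0.54, adjusted p = 0.0056 from limma). As its later signals lay below that offset, the size depended on it, with -4.14 for an offset of 1 and -1.79 for an offset of 100. The signal of myog was 71.29 ± 15.11 (SD, n = 3) on days 0–1 and 504 ± 113 (SD, n = 3) on days 10–14, a log2 change of 2.37 (standard error 0.42, adjusted p = 0.0035).
cxcr4a also fell over all 32 arrays, where it fell by 2.83 (adjusted p = 1.8e-06) from 906 ± 624 (SD, n = 10 arrays) to 95.3 ± 78.0 (SD, n = 9). myog rose by 1.86 (adjusted p = 1.8e-04) from 108 ± 53.3 to 449 ± 200. In batch 2 the log2 changes were -2.50 for cxcr4a (adjusted p = 4.8e-04) and 1.69 for myog (adjusted p = 0.0046).
On the arrays outside the paper's set the signal of cxcr4a was 1743 on 0B and 45 on 14B of batch 1. In batch 2 it was 1644, 1128 and 482 at day 0, 1312, 226 and 1499 at day 1, 787, 69, 152 and 92 at day 4, 107, 63, 134, 104 and 75 at day 7, 149, 201 and 198 at day 10, and 66 and 144 at day 14. The signal of myog was 57 on 0B and 324 on 14B. The arrays of batch 2 had 103, 171 and 97 at day 0, 185, 189 and 67 at day 1, 114, 119, 96 and 86 at day 4, 499, 211, 628, 296 and 168 at day 7, 554, 709 and 616 at day 10, and 133 and 196 at day 14.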

As expected, the myogenic stem cell marker (*cxcr4a*) mRNA was downregulated as the zebrafish muscle cells underwent fusion, whereas, conversely, the myogenic transcription factor myogenin (*myog*) was upregulated. In addition, another marker of early myoblasts, *pax3a*, had significantly reduced expression as the cells underwent myogenic differentiation.

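pax3a was near the low end of the signals on all days. Its signal in the paper's set was 31.3 at day 0 (1 array), 94.9 ± 50.6 (SD, n = 2 arrays) at day 1, 26.3 ± 25.3 (SD, n = 2) at day 4, 18.7 ± 10 (SD, n = 2) at day 7, 59.7 ± 2.01 (SD, n = 2) at day 10 and 34.4 at day 14 (1 array). Between days 0–1 and days 10–14 its log2 change was -0.25 (standard error 0.39, adjusted p = 0.67 from limma), which did not pass the test. pax3a changed over all 32 arrays by -0.09 (adjusted p = 0.84), and in batch 2 by 0.43 (adjusted p = 0.30).
With the authors' scaling alone, without quantile normalization, pax3a fell (-1.25, adjusted p = 0.032). On the arrays outside the paper's set its signal was 159 on 0B and 17 on 14B of batch 1. The values in batch 2 were 18, 24 and 44 at day 0, 6, 24 and 3 at day 1, 43, 17, 23 and 24 at day 4, 12, 24, 50, 61 and 8 at day 7, 17, 45 and 44 at day 10, and 60 and 53 at day 14. No probe set of the array carries the symbol of its copy pax3b.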

**FIGURE 4:**
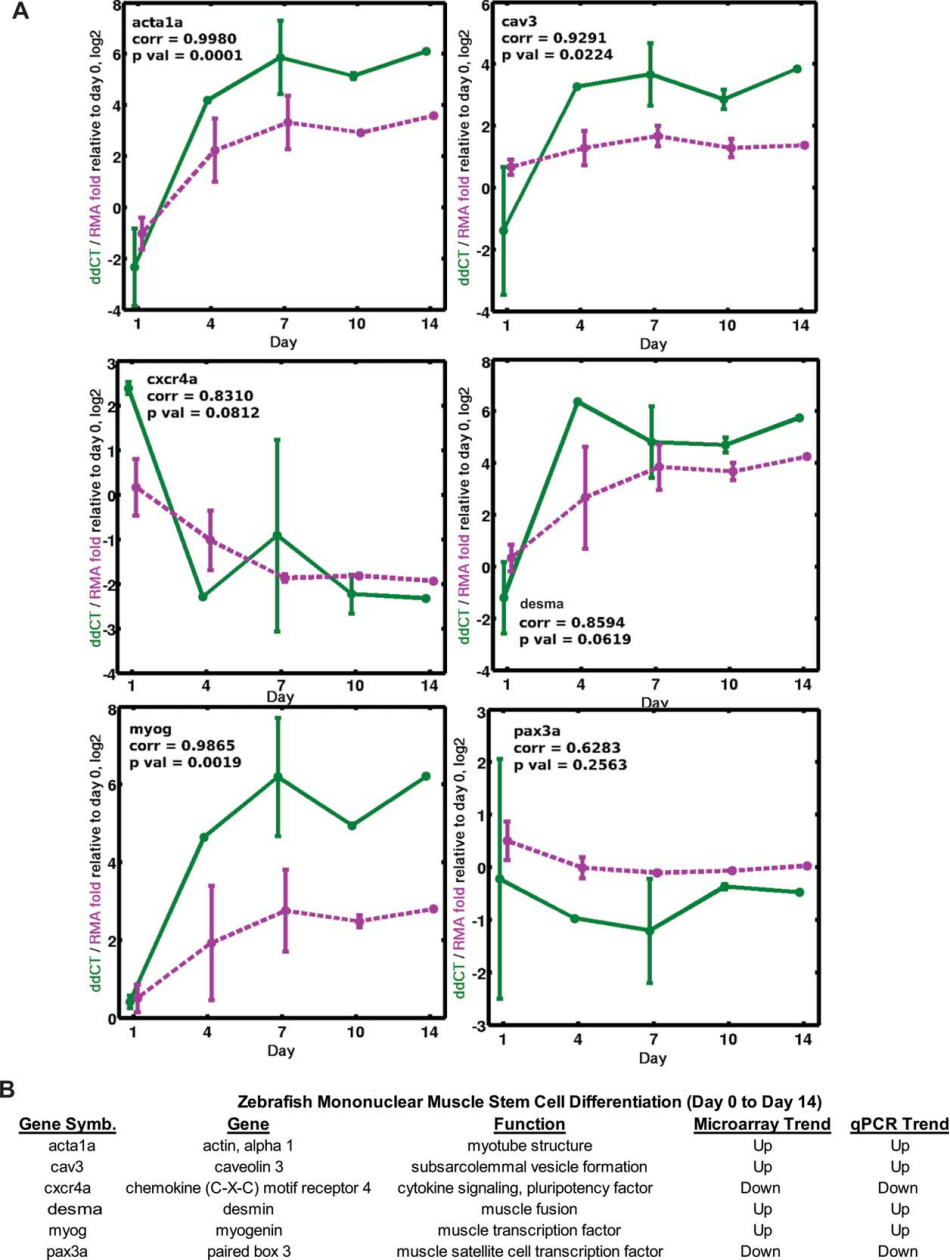
Validation of myogenic differentiation in the zebrafish myogenic progenitor cells by microarray and real-time PCR. **(A)** Real-time quantitative PCR expression (magenta dashed line) levels of six myogenic differentiation factors (*acta1a*, *cav3*, *cxcr4a*, *desma*, *myog*, and *pax3a*) across time (x-axis; days 0–14) as compared with microarray data (green solid line). The y-axis is logarithm base 2 scale fold change of each time-point relative to day 0, which is the average ΔCT (day 0) minus average ΔCT (day N) value for quantitative PCR data (ddCT), and average RMA signal (day N) minus average RMA signal (day 0) for the microarray data. The quantitative PCR CT values were normalized to the zebrafish housekeeping gene *ef1α* housekeeping per condition. Note that *acta1* and *cxcr4* primers were specific to both a and b isoforms present in the zebrafish genome. **(B)** The table compares the log2 expression fold change of days 0–1 vs. 10–14 of the six myogenic differentiation factors between quantitative PCR and microarray data. [Color figure can be viewed in the online issue, which is available at wileyonlinelibrary.com.]

### Comparison of Zebrafish Myogenic Progenitor Cell Transcriptome with other Mammalian Myogenic Transcriptomes: Strengths and Limitations

To gain insights into similarities between zebrafish and mammalian myogenic cells with respect to changes in gene expression during in vitro differentiation, we compared the zebrafish myogenic differentiation transcriptome data to a recent mouse C2C12 myogenic differentiation microarray dataset from the GEO, GSE19968.^23^ 

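Cultures of days 0–1 and cultures of days 7–14 lay at opposite ends of the first principal component of the samples. In the paper's set this component held 68.9% of the variance of the reproducible probe sets, the second held 13.7% and the third 5.41%. The scores on the first component were -52.8 for 0A, -95.8 for 1A and -65.7 for 1B, and from 37.2 to 44.4 for the 5 arrays of days 7–14. The day 4 arrays lay between, 4A at -9.18 and 4B at 15.9. On the second component 0A and 4A lay together, at 36.7 and 38.9, apart from 1A at -31.0 and 1B at -16.1.

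**Figure D3:**
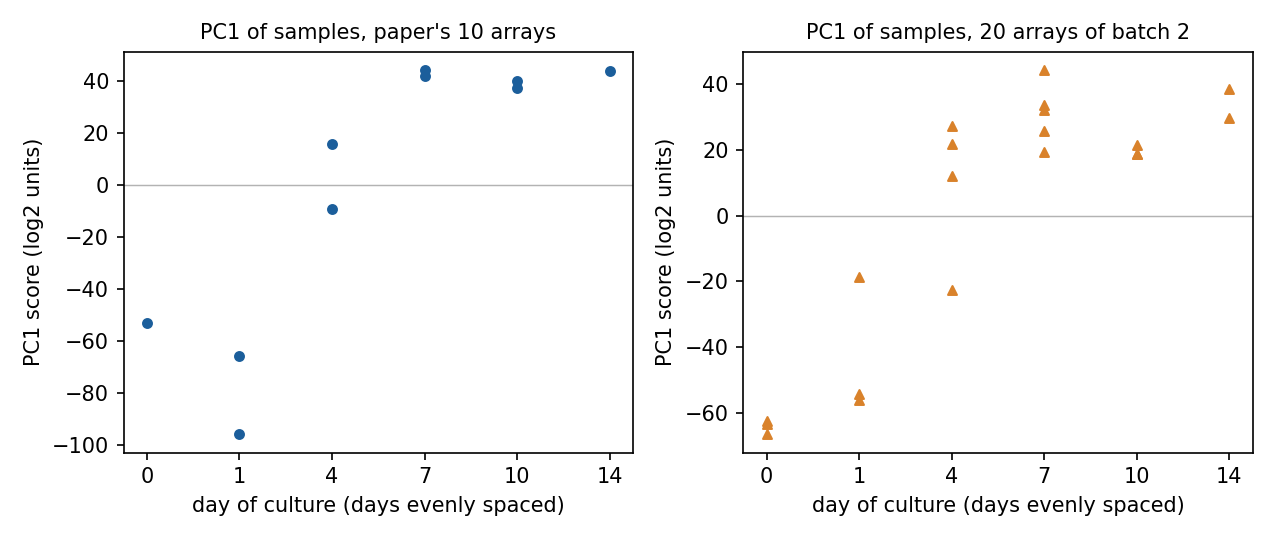
Score of each array on the first principal component of the samples, in log2 units, against the day of culture (days evenly spaced), for the paper's 10 arrays and, from a separate PCA, for the 20 arrays of batch 2. Each point is an array, and in the paper's set days 0–1 lie at -95.8 to -52.8 and days 7–14 at 37.2 to 44.4.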

PCA of samples in transcriptome space of both datasets, done separately, showed a distinct dichotomy between the earlier vs. later time-points of myogenic differentiation along the first principal component (PC1), the direction of maximum sample variation (Fig. 5A). There is a clear transcriptome scale distinction when comparing days 0–1 vs. days 7–10 in the zebrafish, and between myoblasts and differentiated myotubes at day 4 in C2C12. 

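Days 0–1 and days 7–14 were also apart in batch 2, but the order of single days differed. In batch 2, which shares no array with the paper's set, the first component held 50.5% of the variance. Its arrays of days 0–1 had scores of -66.6 to -18.8 and its arrays of days 7–14 scores of 18.7 to 44.5. Its day 4 arrays had scores of -22.7 for 4A, 22.0 for 4B, 12.2 for 4C and 27.3 for 4D, and 4B and 4D, which like 4C are labelled poor, lay beyond all its day 10 arrays (18.7 to 21.7). Its day 1 arrays (-56.1 to -18.8) lay nearer to the later days than its day 0 arrays (-66.6 to -62.5), whereas in the paper's set 1A and 1B lay further from them than 0A. Over all 32 arrays, after the mean of each hybridization run was removed, the first component held 37.4% of the variance, days 0–1 had scores of -83.2 to -4.85, and days 7–14 had scores of -4.36 to 47.5. myh7 and mmp13a, with large changes between these times, changed by 3.95 and -5.40 on the log2 scale in batch 2. Their direction there was a condition of being named, so it adds nothing to the separation.
From the separation in the paper's set and a like one in C2C12 cells, which were not analysed here, the paper states that there is a clear transcriptome scale distinction between earlier and later times.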

There are 3784 homologous genes in common between the datasets, and 1400 have a correlation of >0.8 between replicate time profiles in both datasets, respectively. Of these 1400 reproducible genes, we investigated the concordance of differential expression of earlier vs. later time-points during myogenic differentiation. 

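The genes with the largest changes between days 0–1 and days 10–14 were of mixed kinds. Among those with the largest rises were myh7, the globin cygb1, the sterol enzymes hmgcs1 and msmo1, and the troponin tnni2b.1. Among those with the largest falls were mmp13a, hsp70.3, lyz, cpa5, pvalb4, mbpa and mb. myh7, which encodes a slow myosin heavy chain, rose the most of all genes in the paper's set, by 6.13 on the log2 scale (standard error 0.76, adjusted p = 7.4e-04 from limma), whereas cygb1 rose the most over all 32 arrays and saa in batch 2. Its signal went from 48.0 ± 36.0 (SD, n = 3 arrays) to 5189 ± 868 (SD, n = 3). hmgcs1 and msmo1, enzymes of cholesterol synthesis, rose by 5.54 (standard error 0.63, adjusted p = 5.0e-04) and 5.13 (standard error 0.31, adjusted p = 6.0e-05). loxa, which encodes a lysyl oxidase that crosslinks collagen, rose by 4.30 (standard error 0.83, adjusted p = 0.0051). mmp13a, a collagenase, fell by 7.14 (standard error 0.61, adjusted p = 1.8e-04), the largest fall in the paper's set and over all 32 arrays but not in batch 2, where mbpa fell the most. hsp90aa1.2, a heat shock protein, fell by 5.52 (standard error 0.42, adjusted p = 1.3e-04), lyz, the lysozyme of phagocytes, fell by 5.79 (standard error 1.45, adjusted p = 0.016), and mbpa, a myelin protein, fell by 5.59 (standard error 0.99, adjusted p = 0.0035). Without 10A or 14A lyz did not pass the test (adjusted p = 0.064 and 0.065).
In the paper's set 2393 probe sets rose (1567 genes) and 1800 fell (1040 genes). At an unadjusted p under 0.05 these were 3497 and 2754. Using all 32 arrays 2842 rose and 2040 fell, and in batch 2 2006 rose and 1869 fell. Of the 2393 probe sets that rose in the paper's set, 1057 (44.2%) also rose in batch 2 and 21 fell, where 309.7 would be called in both if the calls were independent. Of the 1800 that fell, 858 (47.7%) also fell in batch 2 and 9 rose, where 217 would be expected. Among the reproducible probe sets, 1350 (25.2%) were at least 2-fold higher on days 10–14, 1565 (29.3%) at least 2-fold lower, and 45.5% changed less.
The balance of rises and falls depended on the scaling. With the authors' scaling alone, which moved the median change of all probe sets to -0.50 in the paper's set, -0.27 over all 32 arrays and 0.12 in batch 2, the share of the called probe sets that rose went from 57.1% to 30.1%, from 58.2% to 43.8%, and from 51.8% to 52.5%. Without 10A, 10B or 14A, the probe sets higher at days 10-14 were 1455, 1484 or 1314, and the probe sets lower at days 10-14 were 1106, 1114 or 998.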

We computed the fold change of days 10–14 relative to days 0–1 in the zebrafish, and of myotubes at day 4 relative to myoblasts in C2C12. There was significant concordance among genes that were twofold magnitude changed at earlier vs. later time-points in both datasets: Fisher exact test *P*-value <7.0 × 10^−7^ (Fig. 5B).

**FIGURE 5:**
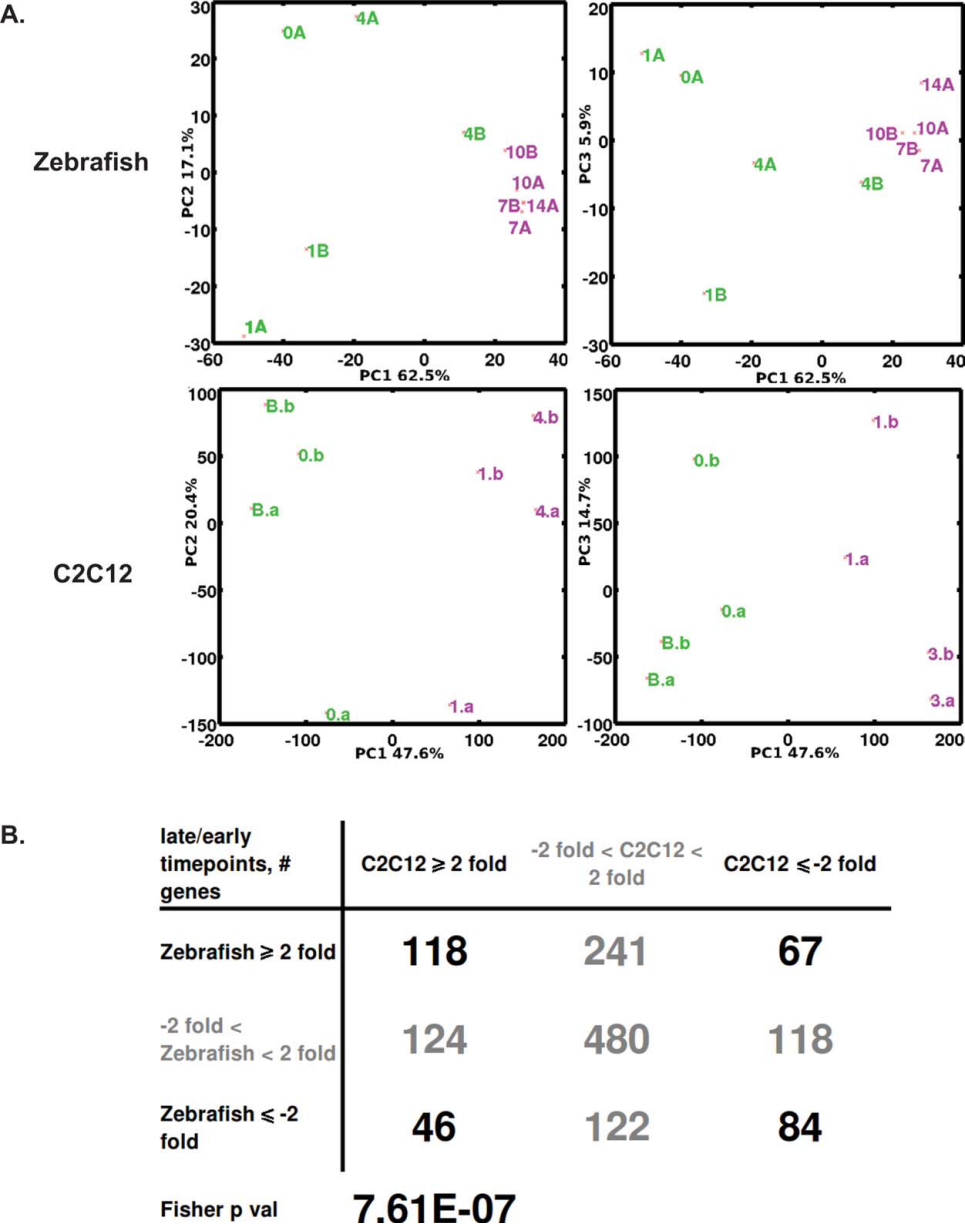
Comparison of zebrafish and mouse C2C12 myogenic development. **(A)** Principal components analysis of samples in transcriptome space showing principal components 1 vs. 2, and 1 vs. 3 plots for the zebrafish and C2C12 (from Gene Expression Omnibus, GSE19968) data show transcriptome scale distinctions between earlier vs. later time-points of muscle development: days 0–1 vs. days 7–10 in zebrafish, and myoblasts vs. differentiated myotubes at day 4 in C2C12. Zebrafish samples are labeled by the time-point following myogenic differentiation (days 0–14). C2C12 samples are labeled as myoblasts **(B)**, and time-points following myogenic differentiation (days 0, 1, and 4). **(B)** Contingency table of genes ≥2-fold magnitude changed in earlier vs. later time-points of 1400 reproducible genes common to both datasets: fold change of days 10–14 relative to days 0–1 in zebrafish, and fold change of myotubes at day 4 relative to myoblasts in C2C12. [Color figure can be viewed in the online issue, which is available at wileyonlinelibrary.com.]

## DISCUSSION

Gene expression profiles of early differentiating zebrafish myogenic progenitor cells show expression profiles similar to those expected for mammalian muscle, namely that the expression of many sarcomeric proteins is strongly upregulated with differentiation. In comparison with microarray data from mouse C2C12 myoblast differentiation,^25^ many of the same myogenic differentiation factors, such as Pax3, Myf5, and MyoD1, decrease in transcript. 

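The genes of contractile proteins moved in both directions. Of 37 measured genes of the sarcomere, 9 rose and 5 fell between days 0–1 and days 10–14 in the paper's set (9 and 7 when adjusted over the list alone). The rising genes included tmod4, a tropomodulin that caps thin filaments (log2 change 3.91, standard error 0.62, adjusted p = 0.0022 from limma), and tnni2b.1, a troponin I (4.33, standard error 0.69, adjusted p = 0.0022). myl10, a myosin light chain, rose by 5.02 (standard error 1.19, adjusted p = 0.013). The falling genes were mylz3, a fast myosin light chain (-4.60, standard error 0.54, adjusted p = 5.7e-04), myl1, tpma, tnni2a.2 and mybphb. Of the sarcomere genes 13 rose and 2 fell over all 32 arrays, and in batch 2 11 rose and 2 fell. The list test gave an adjusted p = 0.88 in the paper's set, 0.040 over all 32 arrays (adjusted p = 0.58 with an estimated correlation) and 0.018 in batch 2 (adjusted p = 0.51 with an estimated correlation). With the authors' scaling alone the balance turned, to 6 rising and 12 falling in the paper's set. The 5 falling genes became 2 without 10A, and 3 without 0A, 1A, 10B or 14A.
Some genes of the muscle cell membrane and most of those of cell fusion rose. Of 8 genes of the membrane and intermediate filaments 4 rose and none fell (4 when adjusted over the list alone, 2 over all 32 arrays, 1 in batch 2), namely desma, cav3, dysf (1.01) and dmd (1.36, adjusted p = 0.048). The call of dmd was lost in 21 of 25 settings and that of dysf in 6, and the other probe set of dmd did not pass (0.07, adjusted p = 0.90). With the authors' scaling alone dysf (0.096, adjusted p = 0.82) and dmd (0.63, adjusted p = 0.32) did not pass. Their list test gave an adjusted p of 0.091 (adjusted p = 0.42 with an estimated correlation). At an unadjusted p under 0.05, 5 were higher and none was lower. Without 14A 2 of them passed, and 4 over all 32 arrays but 0B of batch 1, a set chosen after the result was seen. Of 9 genes of myoblast fusion 6 rose and 1 fell (7 and 1 adjusted over the list alone, 7 and 1 over all 32 arrays, 5 and 1 in batch 2). jam3b, a junctional adhesion molecule, rose by 2.63 (standard error 0.40, adjusted p = 0.0019), though its other probe set did not pass (0.91, adjusted p = 0.42), and cdh2, N-cadherin, by 1.79 (standard error 0.36, adjusted p = 0.0058). jam2a, another adhesion molecule of fusing myoblasts, fell by 1.45 (standard error 0.30, adjusted p = 0.0066). The list test of fusion genes gave an adjusted p = 0.013 (adjusted p = 0.42 with an estimated correlation).
Of 16 genes of excitation-contraction coupling and the neuromuscular junction 4 rose and 6 fell (4 and 7 adjusted over the list alone, 2 and 4 over all 32 arrays, 3 and 4 in batch 2, 2 and 9 with the authors' scaling alone). musk, the receptor kinase of the neuromuscular junction, chosen after its values were seen, rose by 2.51 (standard error 0.36, adjusted p = 0.0014), whereas 4 of the falling genes were parvalbumins, calcium buffers of fast muscle. Their rising members became 2 without 0A, 1A, 7A, 7B, 10A, 10B or 14A, and over all 32 arrays they became 4 without 0B of batch 1. Markers of leukocytes, nerve and glia fell in the same comparison, by a median of -1.55 and -1.44. From the rise of sarcomeric genes the paper states that the profiles are similar to those expected for mammalian muscle.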

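Of the transcription factors of the myogenic program, myog, myod1 and mef2d rose in the paper's set. Of 11 measured genes, 3 rose and none fell between days 0–1 and days 10–14 in the paper's set (3 when adjusted over the list alone), while without 0A tbx6 fell (-0.97, adjusted p = 0.020). The list test gave an adjusted p of 0.40. At an unadjusted p under 0.05, 4 were higher and 1 lower. myod1, an early determination factor of muscle, had a signal of 26.5 ± 14.5 (SD, n = 3 arrays) on days 0–1 and 86.5 ± 16.7 (SD, n = 3) on days 10–14, a log2 change of 1.04 (standard error 0.26, adjusted p = 0.016 from limma). myf5, another determination factor, had signals of 71.2 ± 10.4 and 120 ± 17.3 (SD, n = 3), a change of 0.56 (standard error 0.23, adjusted p = 0.10). mef2d, a MEF2 factor of muscle genes, rose by 1.26 (standard error 0.26, adjusted p = 0.0073). It did not pass over all 32 arrays (0.91, adjusted p = 0.059), in batch 2 (1.01, adjusted p = 0.19) or with the authors' scaling alone (0.37, adjusted p = 0.35), nor did its other probe set (0.64, adjusted p = 0.145).
Using all 32 arrays myod1 rose by 0.71 (adjusted p = 0.0085) and myf5 by 1.00 (adjusted p = 0.0024), and in batch 2 by 0.77 (adjusted p = 0.046) and 1.39 (adjusted p = 0.0031). In both these sets 3 factors rose and none fell. With the authors' scaling alone the balance turned, to myog rising and eya1, six4a and tbx6 falling in the paper's set, 1 against 3, with changes of 0.08 for myod1 (adjusted p = 0.87) and -0.38 for myf5 (adjusted p = 0.37). Without 10B or 14A myod1 did not pass the test (0.92, adjusted p = 0.070, and 1.08, adjusted p = 0.053).
On the arrays outside the paper's set the signal of myf5 was 14 on 0B and 59 on 14B of batch 1. In batch 2 it was 162, 143 and 91 at day 0, 122, 41 and 87 at day 1, 121, 259, 320 and 114 at day 4, 421, 260, 515, 351 and 329 at day 7, 335, 272 and 394 at day 10, and 173 and 265 at day 14. The signal of myod1 was 42 on 0B and 29 on 14B. The arrays of batch 2 had 81, 74 and 36 at day 0, 76, 34 and 33 at day 1, 132, 33, 32 and 97 at day 4, 216, 129, 117, 115 and 62 at day 7, 104, 122 and 165 at day 10, and 110 and 57 at day 14.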

Although Pax3 is a determinant of embryonic mouse myoblasts, recent studies involving the use of Pax3–green fluorescent protein (GFP) knock-in mice have revealed that a very small population of Pax3-positive myogenic progenitors does persist in adult muscle and are capable of restoring skeletal muscle after injury.^26^ In zebrafish dorsal muscle, a *pax3*- and *pax7*-positive myogenic progenitor population is essential for the expansion of fast- and slow-twitch myofibers through an upstream regulation of *myf5* and *myod1*.^27^ It is likely that a similar population of *pax3*- and/or *pax7*-positive myogenic progenitors exists in adult zebrafish skeletal muscle, and will contribute to myofiber formation following injury. In addition, the presence and subsequent downregulation of a *cxcr4a* (a homolog of mammalian Cxcr4) cell population during myogenic differentiation is consistent with its role as a myogenic progenitor marker that can be used in myoblast transplantation.^28^ 

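Both zebrafish copies of Cxcr4 were lower on days 10–14 than on days 0–1. cxcr4b had a signal of 3120 ± 2152 (SD, n = 3 arrays) on days 0–1 and 431 ± 263 (SD, n = 3) on days 10–14 in the paper's set, a log2 change of -2.68 (standard error 0.69, adjusted p = 0.019 from limma). cxcr4b also fell by 3.03 over all 32 arrays (adjusted p = 8.7e-04) and fell by 4.45 in batch 2 (adjusted p = 5.3e-06). On the arrays outside the paper's set its signal was 17 on 0B and 100 on 14B of batch 1. The values in batch 2 were 3021, 3054 and 2305 at day 0, 2965, 2121 and 3510 at day 1, 2990, 361, 1154 and 825 at day 4, 262, 52, 280, 112 and 222 at day 7, 137, 124 and 299 at day 10, and 14 and 97 at day 14. Without 1A, 1B or 14A cxcr4b did not pass the test (adjusted p = 0.050, 0.059 and 0.076).
The copies of cxcr4 were among 6 of 28 genes of muscle progenitors and the Notch pathway that fell, while dld rose (the same counts when adjusted over the list alone). her6, a target of Notch signaling, fell by 3.83 (standard error 0.34, adjusted p = 1.8e-04). her9, a related repressor, fell by 2.46 (standard error 0.43, adjusted p = 0.0033), but rose in batch 2 (1.07, adjusted p = 0.015), where her6 did not pass the test (-0.45, adjusted p = 0.43). Over all 32 arrays 7 genes fell and 2 rose, and in batch 2 5 fell and 2 rose. Scaling alone, without quantile normalization, gave 14 falling genes and 1 rising gene in the paper's set. The list test gave an adjusted p = 0.0075 in the paper's set (adjusted p = 0.23 with an estimated correlation) and 0.22 in batch 2. Without 14A 3 genes fell. Leukocyte markers fell in the same comparison, 11 of 22 with a median of -1.55 in the paper's set and 17 with a median of -2.72 in batch 2, and the cells that lost cxcr4 were not told apart.
The paper proposes that the fall of cxcr4a fits its role as a marker of myogenic progenitors.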

A transparent zebrafish strain that completely lacks pigmentation, the *casper* line, allows for the transplantation and long-term monitoring of fluorescently labeled cell populations into adult fish. One can envision that, after the isolation of adult zebrafish myogenic progenitor cells from skeletal muscle transgenic fish lines, engraftment of different populations could be observed in vivo, allowing for the capture in real time of the behavior of transplanted cells. This information is essential for the optimization of cell transplantation approaches (now available with the development of this zebrafish myogenic progenitor isolation protocol) which cannot be visualized in mice at the level of resolution that can be achieved in zebrafish.

In mice, many procedures have been used to purify muscle progenitor cells, although, in all cases, the purified population is still heterogeneous, requiring additional pre-plating purification to enrich for cells with myogenic potential.^16^ We have modified the mammalian pre-plating technique, added a Ficoll-gradient procedure to decrease bacterial contamination, and demonstrated that myogenic cells can be isolated and differentiated in cell culture. These results show that zebrafish have adult muscle progenitor cells that can be isolated and differentiated in cell culture.

In conclusion, we have isolated a myogenic progenitor cell in zebrafish dorsal muscle. We have shown that gene expression profiles in these zebrafish myogenic progenitor cells are similar to those of mammals. This successful culture and differentiation of a myogenic progenitor population expands the utility of the zebrafish in the study of adult skeletal muscle mutants. High-throughput screening of chemical libraries has allowed researchers to correct mutations in zebrafish mutants and holds promise for the treatment of muscular dystrophy and myopathies.^29^ Given the gaps in the zebrafish genome annotation that have frustrated researchers,^30^ it is likely that the release of a well-annotated copy of the zebrafish genome will lead to improved microarray platforms and increased use of the zebrafish in large-scale transcriptome studies. Until then, rigorous validation of zebrafish transcriptome data by quantitative reverse transcription PCR is essential for drawing valid conclusions from zebrafish microarray transcriptome experiments. Further studies using zebrafish myogenic progenitor cells to identify novel drug compounds will show them to be an attractive, cost-effective alternative to large-scale mammalian studies.

## Abbreviations

CT: cycle time
DAPI: 4′,6-diamidino-2-phenylindole
DAVID: Database for Annotation, Visualization, and Integrated Discovery
DMEM: Dulbecco's modified Eagle medium
GEO: Gene Expression Omnibus
GFP: green fluorescent protein
PBS: phosphate-buffered saline
PCA: principal components analysis
PCR: polymerase chain reaction
RFP: red fluorescent protein
rhFGF: recombinant human fibroblast-like growth factor
RMA: robust multiarray averaging

How the deposited data were processed for this re-analysis (not part of the article)

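RNA of adult zebrafish muscle cells in culture was measured on 32 Affymetrix Zebrafish Genome Arrays at days 0, 1, 4, 7, 10 and 14, on 12 arrays of batch 1 and 20 of batch 2. The paper's set is 10 arrays of batch 1, named from Fig. 5A. The labels give the day, the replicate letter, the batch, the hybridization run (5 runs) and a quality grade, good for 24 arrays and poor for 8. All 32 columns of the table were matched to a sample by their labels, and 0 columns were left without a sample.

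Per the labels, the authors made the intensity values with MAS5, the version of which is not given in the sources used here. The unit is a linear signal intensity per probe set, scaled to the mean of each array after 2% of each tail was trimmed. The labels give target intensities of 500 and 1500, and the mean in the table was 500 in both batches. The RMA values of the paper start from probe intensities, which were not used here.

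The 115 control probe sets were left out of 15617, and 15502 were analysed. Each array was quantile normalized to the mean quantiles of the paper's set, an offset of 32 was added and log2 was taken. Signals printed without log2 are quantile normalized signals without the offset. Gene symbols came from the array annotation and were updated through the Entrez gene ID for 10711 probe sets, while 84 kept the symbol of the annotation. A single symbol was held by 10795 probe sets, several symbols by 135 and none by 4572. Each of the 8793 genes was represented by the probe set with the highest correlation between the A and B profiles.

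Tests were run with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), and a probe set was called at a Benjamini-Hochberg adjusted p under 0.05. Days 10–14 were compared with days 0–1 in a fit with 4 groups (days 0–1, day 4, day 7 and days 10–14), and day 4 with all other days in a fit with 2 groups. Each comparison was made in the paper's set without a covariate, over all 32 arrays with the hybridization run as a covariate, and in batch 2 alone with its 4 runs as a covariate. In the paper's set these fits had 6 and 8 residual degrees of freedom. The number of arrays limits the precision. The paper calls the A and B measurements biological duplicates, and whether each came from its own cell preparation is not given in the sources used here. If not, the p-values measure only the spread between these samples, which may be technical. The log2 change of a dim gene depends on the offset.

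A gene list was tested with camera at a preset correlation of 0.01 and, beside it, with the correlation estimated from the data, adjusted over 31 lists. The lists, written from general knowledge before the data were examined, cover the muscle cell (sarcomere and contractile proteins, muscle membrane and intermediate filament proteins, excitation-contraction coupling and neuromuscular junction, myogenic transcription factors, myoblast fusion, muscle progenitor and Notch pathway genes), the cell cycle (M phase and mitosis, S phase and DNA replication), the matrix (collagens, other extracellular matrix and matrix enzymes), metabolism (oxidative phosphorylation, tricarboxylic acid cycle and pyruvate dehydrogenase, glycolysis, glycogen and creatine kinase, fatty acid oxidation, oxidoreductases and detoxifying enzymes), signaling (cell signaling receptors, developmental transcription factors), other cell types (leukocytes and macrophages, endothelium, erythrocytes, epidermis and other epithelium, fibroblasts and connective tissue, cartilage, bone and scale, nerve and glia, pigment cells, adipocytes, smooth muscle), and the state of the cells (early response and heat shock genes, inflammation and innate immunity, cytosolic ribosomal proteins, housekeeping references). A list of genes of sterol synthesis and its regulation was chosen after the data were seen and only counted.

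A probe set was called reproducible when the Pearson correlation between its unlogged A and B profiles over 4 days exceeded 0.8, the paper's criterion. Its course was called decreasing or increasing by the sign of the first principal component of the standardized day means. List membership was compared with this sign among reproducible genes by Fisher's exact test, adjusted over the 31 lists. This test takes the genes as independent, so its p-values do not measure the spread between cultures. The samples were compared by PCA of the log2 signals of reproducible probe sets, centered per probe set.

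Named are the genes the paper names for its arrays and their copies. Also named are the 10 largest rises and the 10 largest falls at days 10–14 among genes called in the paper's set and in batch 2, the 10 smallest p of each sign at day 4, and up to 4 members of each list with the smallest p. Genes named only because a count of 5 or fewer held them, and any other gene outside this rule, were chosen after their values were seen. A gene counted in several lists was counted in each of them.

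The fits were tested on simulated data with 15502 probe sets and 50 changed ones per size. For days 10–14 in the paper's set 8% of log2 changes of 1, 74% of changes of 2, 92% of changes of 3 and 94% of changes of 4 were recovered, and 11 unchanged probe sets were called. Over all 32 arrays the shares were 76%, 96%, 100% and 100%, with 7 unchanged ones called. For day 4 in the paper's set the shares were 12%, 72%, 90% and 94%, with 6 unchanged ones called. The simulated data held no differences between the other days. In the real data such differences add to the spread of the day 4 fit, so the shares for day 4 are too high for it. Of 600 simulated courses 515 were found reproducible, all with the right direction, as were 1490 (10.0%) of the other probe sets.

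Alternatives were the offset, the authors' scaling alone, dim probe sets left out, a mean per day, the replicate letter as a block, each array left out in turn, other sets of arrays, runs of batch 2 taken singly, Student's t-test, other thresholds, and other forms of the profiles. The C2C12 and PCR measurements of the paper were not analysed here.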

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

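The splits of the arrays were set before the results were seen, and the tests of brightness, of array 0A, of the share of the main cell type and of parvalbumins were chosen after. In 144 groups of arrays of the same day, 11 had an array set apart from its group by a gap test, where chance alone gives about 1 in 20 groups. The ratios are the gap to the nearest value over the range of the group.

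Array 0B of batch 1 was apart for ncam1b (log2 7.77 against 5.78 for the nearest array, ratio 0.769), pax7a (9.18 against 6.96, ratio 0.762), rarab (11.6 against 7.83, ratio 0.799), cxcr4b (5.61 against 10.0, ratio 0.739) and desmb (7.15 against 5.43, ratio 0.862). Its mean correlation with the other arrays of day 0 was 0.187 against 0.643 (ratio 0.841). Array 0A of the paper's set was apart for cacng1a (5.71 against 6.42, ratio 0.725). For junba, 1A was apart at day 1 (13.8 against 13.3, ratio 0.873) and 10B at day 10 (12.1 against 12.6, ratio 0.742). In batch 2, 14A was apart for rarab (6.56 against 7.64, ratio 0.867) and 7A for desmb (7.39 against 6.16, ratio 0.591).

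Several gene groups changed in batch 2, which the paper did not use. At days 10–14, 5 genes of myoblast fusion and 14 of fatty acid oxidation were higher, and so were 8 fibroblast markers. Of the markers of leukocytes 17 were lower, of endothelium 8, and of the early response and heat shock genes 23. The change of M phase genes was more negative in the paper's set than in batch 2 by a median of -1.23 (adjusted p = 5.7e-13 for the difference, adjusted p = 0.41 with an estimated correlation), and that of S phase genes by a median of -1.27 (adjusted p = 1.1e-10, adjusted p = 0.41 with an estimated correlation).

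The many changes between days 0–1 and days 10–14 in the paper's set may reflect the brightness of the arrays, which rose with the days. If so, fewer than 60% of the called probe sets should keep their sign in batch 2, where the brightness of the groups overlapped, but 87.2% did. The median unscaled mean in batch 2 was still lower on days 0–1 (319.3) than on days 10–14 (479.2). As this difference ran the same way as in the paper's set, the share does not settle how far the changes reflect brightness. The 10 splits of the 6 arrays are too few for a share under 0.05, with 4193 called in the real split, the only 1 with as many, and 0 in the highest other. Over all 32 arrays 4882 were called, and 10 in the highest of the other splits. The real split was the only 1 of 100 as large, which argues against chance. A limit is that the splits here and in batch 2 moved arrays between hybridization runs, as those at day 4 did. In batch 2 3875 were called in the real split and 2209 in the highest other, which put 5 of the 6 arrays of days 0–1 together, and again 1 of 100 splits was as large.

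The fall of M phase and S phase genes at days 10–14 in the paper's set may come from array 0A alone. Without it the median change of the genes of both lists was -0.495, between the bounds of -0.3 and -0.5 set for the test, which leaves this open. Without 0A 11 M phase and 20 S phase genes were lower, which need not be the same genes (adjusted p = 0.011 and 2.3e-04 for the lists, adjusted p = 0.67 and 0.54 with an estimated correlation). It may also reflect brightness, in which case the dim day 1 arrays should lie above the day 4 arrays. They lay below, by a difference of medians of -0.57. As these arrays differed in the day of culture as well as in brightness, the test cannot decide it. In batch 2, where the brightness of the groups overlapped, the median changes were 0.26 for M phase and -0.03 for S phase. In the paper's set they were -1.01 and -1.18, which leaves brightness open.

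The fall of leukocyte, endothelial and nerve markers may reflect brightness. The median change of the 3 lists was -1.69 in batch 2, where the brightness of the groups overlapped. Medians there and in the paper's set were -2.72 and -1.55 for leukocytes, and -1.97 and -0.92 for endothelium, which argues against it for these lists. For nerve and glia they were -0.59 and -1.44, which leaves it open. A lower share of the main cell type in all early cultures may also be a cause. In that case the fibroblast markers would fall too, but the smaller of their median changes in both sets was 0.85. This holds only if fibroblasts did not belong to the main cells, which was not tested, so the test cannot decide it. Other cells and material of mature fibers may have been lost together during culture. Before culture the paper's protocol removed skin and debris, lysed red blood cells and kept the mononuclear layer of a gradient, and how much passed these steps is not given in the sources used here. The highest change of 4 parvalbumin genes in batch 2 was -1.55, as this would predict. It was that of pvalb4, which had been named for falling in both sets, so the test could not fail on it. pvalb1, pvalb2 and pvalb3 changed by -2.78, -1.58 and -2.79 there. As the test was chosen after the values were seen, no conclusion is drawn from it.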

How the results depend on the processing

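The alternatives were set before the data were examined, except the sets without 0B or without 0B and 14B, which were chosen after the result was seen. Of the settings for named genes at days 10–14, 3273 left the outcome as it was, called or not called, 222 ended a call, 25 brought one and 9 turned the direction. At day 4 381 left the outcome as it was, mostly not called, 51 ended a call and 27 brought one. Of the settings for list tests that passed, 259 kept the call, 39 lost it and 2 turned it at days 10–14, and 160, 18 and 2 did at day 4.

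In the paper's set 2393 probe sets were higher at days 10–14 (result "probe sets higher at days 10-14"). There were 1118 with the 12 arrays of batch 1, 3868 with the 24 arrays labelled good, 1211 by a t-test after adjustment and 1112 at an adjusted p under 0.01. Leaving out an array gave 1314 (14A) to 2722 (0A). The 1800 probe sets lower at days 10-14 became 4675 with the authors' scaling alone, 1101 with 1 probe set per gene, 619 with 12 arrays, 2845 with 24 arrays, 678 by a t-test after adjustment, 768 at an adjusted p under 0.01, and 998 (14A) to 2297 (0A) without an array.

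With the replicate letter as a block there were 2187 probe sets higher at days 10-14 and 1648 probe sets lower at days 10-14, and 0 and 0 at day 4. The letters do not pair the arrays, since the correlation of A minus B between days was -0.329 to 0.0663 over 6 pairs of days.

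Over all 32 arrays the 2040 lower probe sets became 3290 with the authors' scaling alone, 1132 for the brighter probe sets and 1176 with 1 probe set per gene (result "probe sets lower at days 10-14, all 32 arrays"). There were 3447 probe sets higher at days 10-14, all 32 arrays but 0B taken, and 2640 lower. Without 0B and 14B there were 3432 and 2631. In batch 2 the 2006 higher became 545 within run 1 and 876 within run 3, and the 1869 lower became 1146 with 1 probe set per gene, 961 within run 1 and 1071 within run 3. Run 2 held no array of days 10–14.

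At day 4 the 1 higher probe set became 0 with an offset of 1, with the authors' scaling alone, for the brighter probe sets, with the replicate block and with 12 arrays, 2 with an offset of 100 or 24 arrays, and 4 over all 32. A t-test at p under 0.05 gave 424. Leaving out an array gave 0 to 1, with 1 only without 4A. The 2 lower became 0 with an offset of 1, scaling alone, a mean per day, the block, 12 arrays and a t-test after adjustment, 12 with 24 arrays, 19 over all 32 and 7 in batch 2. A t-test at p under 0.05 gave 416, and leaving out an array 0 to 2, with 2 only without 4B.

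Over all 32 arrays the 4 higher at day 4 became 1 with scaling alone, 15 with a mean per day, 1 with 1 probe set per gene and 108 without 0B. The 19 lower became 7 with scaling alone, 63 with a mean per day and 128 without 0B. In batch 2 the 1 higher became 0 with scaling alone, 2 for the brighter probe sets, 103 with a mean per day, 2 with 1 probe set per gene, 12 without the run covariate, 0 with the scale factor as a covariate and 0 within run 1, run 2 or run 3. The 7 lower became 4 with an offset of 1 or 100, 0 with scaling alone, 16 for the brighter probe sets, 145 with a mean per day, 29 without the run covariate, 3 with the scale factor as a covariate and 0 within the runs. Where a group held a lone array, it was assumed to vary like the others.

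The 5349 reproducible probe sets became 2277 with the poor B arrays, 3239 for the brighter probe sets and 3521 at a correlation above 0.9. The share with a decreasing course, 51.4%, became 55.9% with the poor B arrays, 46.8% with log2 signals, 68.6% with scaling alone, 47.6% for the brighter probe sets and 54.6% above 0.9. The first component of the gene profiles held 55.2% with A standing in for B, 58.5% with the poor B arrays, 63.9% with scaling alone and 63.2% above 0.9. That of the samples held 62.8% with A standing in for B, 66.9% with the poor B arrays, 74.8% with scaling alone, 71.8% for the brighter probe sets, 71.8% above 0.9, 52.9% over all probe sets, 50.5% in batch 2 and 37.4% over all 32 arrays with run means removed. The share with the largest step from day 1 to day 4 was 39.8% with A standing in for B, 44.4% with the poor B arrays, 60.2% with scaling alone, 52.4% for the brighter probe sets and 55.0% above 0.9. For reproducible probe sets 2-fold higher at days 10-14, 1350 became 653 with the poor B arrays and 830 above 0.9, and for reproducible probe sets 2-fold lower at days 10-14, 1565 became 741 with the poor B arrays, 3503 with scaling alone and 954 for the brighter probe sets.

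Some directions turned. In batch 2 the log2 change at days 10–14 was 1.07 for her9, 0.34 for smc4 and 0.28 for mki67. With 12 arrays it was 0.078 for col9a3, 0.075 for adh5 and 0.42 for rpl22l1. For rpl22l1 it was also 0.036 with 24 arrays, 0.53 over all 32 and 0.77 in batch 2. Of the lists past the test in the paper's set, the medians turned in batch 2 for M phase (0.26) and developmental transcription factors (0.25) at days 10–14 and for fatty acid oxidation at day 4 (0.25). Of the lists not past it, the medians at days 10–14 turned for collagens (0.26), receptors (0.21), sarcomere proteins (0.55), excitation-contraction coupling (0.13), pigment cells (0.18) and glycolysis (-0.34). The median of the sarcomere list at day 4 ran from -0.94 without 4B to 0.16 without 4A. The cause was not tested for any of these.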

Differences from the paper's values

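All comparisons with the paper's values used the settings fixed before the data were examined, and no test of a cause was chosen after. The paper gives 2985 unique genes with a decreasing course, and here there were 1591. Within 1.5 times the paper's value, the bound used for counts, were 2059 with A standing in for B over 6 days and 2395 with the authors' scaling alone. Outside it were 772 with the poor B arrays, 1472 with log2 signals, 985 for the brighter probe sets and 1067 at a correlation above 0.9. The paper's 5960 reproducible probe sets, 3340 with a decreasing and 2620 with an increasing course, and 2414 unique genes with an increasing course stand beside 5349, 2748, 2601 and 1915 here. Only probe sets with a single gene symbol could add a unique gene here, while 4572 probe sets had no symbol and 135 had several. The paper's 2985 decreasing genes came from 3340 probe sets, and the 1591 here from 2748. Unique genes may thus not have been counted alike, and how far this explains the difference was not tested.

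The second component of the gene profiles holds about 13% in the paper (Fig. 3A, read by eye) and 20.9% here. No alternative came near it, with 26.8% for A standing in for B, 26.8% for the poor B arrays, 21.0% (20.95) for log2 signals, 19.8% for scaling alone, 21.2% for the brighter probe sets and 19.6% for a correlation above 0.9.

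For cav3 the paper's change from day 0 to day 14 is about 1.4 (Fig. 4A, read by eye), and here it was 2.05. A value was taken to differ when it lay further from the paper's than the SD between arrays of the same day (0.63 here). Days 0 and 14 were each read by 1 array in the paper's set, so the change is less certain than that SD. Such a difference is thus not established. The change of cav3 was near the paper's with an offset of 100 (1.59), scaling alone (1.57), 24 arrays (1.48) and all 32 arrays (1.14), and differed with an offset of 1 (2.37), 12 arrays (2.63), batch 2 (-0.55) and the probe set of highest mean signal (2.05). For cxcr4a the paper's change is about -1.9 (Fig. 4A, read by eye), and here it was -3.12, with an SD of 0.73 between arrays of the same day and the same limit. It was near the paper's with an offset of 100 (-1.94) and differed with an offset of 1 (-5.15), scaling alone (-3.49), 12 arrays (-3.82), 24 arrays (-2.78), all 32 arrays (-3.38), batch 2 (-3.08) and the probe set of highest mean signal (-3.12).

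The paper states that pax3a, myf5 and myod1 fell. Here pax3a did not pass the test and fell only with the authors' scaling alone, by 1.25 (adjusted p = 0.032). The paper's own array change of pax3a from day 0 to day 14 is about 0 (Fig. 4A, read by eye), and here it was 0.07. The paper reports the reduction of pax3a together with its PCR values, which were not analysed here. myf5 did not pass and rose over 24 arrays by 0.91 (adjusted p = 0.0023), over all 32 arrays and in batch 2. myod1 rose, but its call was lost in 6 of 25 settings, among them the authors' scaling alone (0.08, adjusted p = 0.87). No planned setting gave a called fall of myf5 or myod1. In Fig. 3C of the paper ncam1a and myf6 are highest at day 1, and here they were highest at day 10 and day 7 in the paper's set. In batch 2 myf6 was highest at day 1 (81.4) and ncam1a at day 7 (99.9).

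The paper reports more genes higher and lower at day 4 than were called here, in counts it writes in words, with M phase genes among the former and collagen genes among the latter. Here limma called 1 and 2 probe sets in the paper's set, and 424 and 416 passed a t-test at an unadjusted p under 0.05, about as many as chance alone would pass. By limma 988 and 818 passed an unadjusted p under 0.05 over all 32 arrays, and 1223 and 1099 in batch 2, which is more than chance would pass. The comparison held all other days in 1 group, so their differences widened its spread. A count near chance thus does not show that day 4 lacked changes. No M phase gene and no collagen was called in the paper's set. The paper states that many sarcomeric genes rose strongly. Here 9 of 37 rose and 5 fell in the paper's set, 13 and 2 over all 32 arrays, and 11 and 2 in batch 2. With the authors' scaling alone more fell than rose in the paper's set.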

Other observations

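The list of sterol genes was chosen after the result was seen, and the other lists and the splits were set before. Single muscle genes moved in opposite directions, and no list of fast or slow muscle genes was tested. The parvalbumins, calcium buffers of fast fibers, fell between days 0–1 and days 10–14, with log2 changes of -5.08 for pvalb1, -4.63 for pvalb2, -5.21 for pvalb3 and -5.59 for pvalb4 in the paper's set. Their changes were -2.65, -2.11, -3.61 and -2.98 over all 32 arrays, and -2.78, -1.58, -2.79 and -1.55 in batch 2. mb, which encodes myoglobin, fell by 5.48 (adjusted p = 1.7e-04) and ckmb, a muscle creatine kinase, fell by 2.95 (adjusted p = 0.0054). In the same comparison smyhc1, a slow myosin heavy chain, rose by 3.43 (adjusted p = 0.0030), though it did not pass the test in batch 2 (1.09, adjusted p = 0.079).

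Of 11 genes of sterol synthesis and its regulation, collected because hmgcs1, msmo1 and cyp51 were among the largest rises, 10 rose and lbr fell in the paper's set. The same counts were found over all 32 arrays, and 9 rose in batch 2. A list test on genes chosen this way would restate the choice and is not given. cyp51 rose by 4.49, though 1 of its 4 probe sets did not pass (-0.70, adjusted p = 0.32), and fdps by 4.17.

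Of 43 early response and heat shock genes 26 fell and 1 rose (27 and 1 when adjusted over the list alone, 26 and 1 over all 32 arrays, 23 and 2 in batch 2). The list test gave an adjusted p = 1.7e-12 (adjusted p = 0.15 with an estimated correlation). jun fell by 3.73 (adjusted p = 1.3e-04) and fosab fell by 5.32. Of the genes of inflammation and innate immunity 6 of 21 fell and 3 rose (7 and 3 when adjusted over the list alone, 8 and 2 over all 32 arrays, 9 and 2 in batch 2), with an adjusted p of 0.060, and 1 rose without 14A.

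Of the M phase genes 12 of 78 fell and 1 rose in the paper's set (9 and 1 when adjusted over the list alone), with an adjusted p = 6.6e-06 (adjusted p = 0.51 with an estimated correlation). With all 32 arrays 4 fell and 3 rose, and in batch 2 kif20a fell and 8 rose. The other probe set of kif20a did not pass in the paper's set (-1.10, adjusted p = 0.34) or in batch 2 (0.57, adjusted p = 0.20). Of 60 S phase genes 25 fell and 1 rose (28 and 1 when adjusted over the list alone), with an adjusted p = 8.0e-08 (adjusted p = 0.51 with an estimated correlation), 10 fell and 2 rose over all 32 arrays, and 2 fell and 2 rose in batch 2. Scaling alone gave 39 falling and 1 rising M phase genes and 41 falling S phase genes. With 0B of batch 1 left out of the 32 arrays, a set chosen after the result was seen, 6 M phase genes fell and 3 rose, and 18 S phase genes fell and 2 rose. Without 0A 20 S phase genes fell and 3 rose. Without 14A 4 M phase and 11 S phase genes fell, without 10B 5 and 15, and without 10A 16 S phase genes.

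Of 22 leukocyte markers 11 fell and none rose (11 and 1 when adjusted over the list alone, 13 over all 32 arrays), with an adjusted p = 0.0023 (adjusted p = 0.51 with an estimated correlation), and 6 without 14A. ncf1, an oxidase subunit of phagocytes, fell by 3.55 (adjusted p = 7.6e-04). Of 11 endothelial markers 4 fell (4 when adjusted over the list alone, 9 over all 32 arrays), with an adjusted p = 0.0068 (adjusted p = 0.51 with an estimated correlation). They were kdrl, plvapb, fli1 and erg. Of 18 markers of nerve and glia 11 fell (12 when adjusted over the list alone, 5 over all 32 arrays, where 1 rose, 8 in batch 2), with an adjusted p = 6.9e-05 (adjusted p = 0.50 with an estimated correlation), and 5 without 10A or 6 without 14A. Of 15 erythrocyte markers 3 fell (3 when adjusted over the list alone, 4 over all 32 arrays, 5 in batch 2), hbaa1, cahz and slc4a1a, with an adjusted p = 0.013 (adjusted p = 0.19 with an estimated correlation). Of 29 epithelial markers 10 fell and 5 rose (12 and 7 when adjusted over the list alone, 7 and 3 over all 32 arrays, 10 and 1 in batch 2), with an adjusted p = 0.024 (adjusted p = 0.51 with an estimated correlation), and 2 rose without 14A and 3 without 10A or 10B. Of 19 genes of cartilage, bone and scale 4 fell and none rose (4 and 0 when adjusted over the list alone, 4 and 1 over all 32 arrays, 3 and 3 in batch 2), with an adjusted p = 0.013 (adjusted p = 0.19 with an estimated correlation). The list test of these genes gave an adjusted p of 0.065 over all 32 arrays and 0.51 in batch 2. By the authors' scaling alone 7 endothelial, 9 erythrocyte and 11 cartilage, bone and scale genes fell, and of the epithelial markers 17 fell and 3 rose.

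Of 13 fibroblast markers 5 rose and none fell (5 when adjusted over the list alone, 7 over all 32 arrays), with an adjusted p of 0.064 (adjusted p = 0.55 with an estimated correlation), and 2 rose without 10A and 3 without 14A. prrx1a, a factor of connective tissue, rose by 2.13 (adjusted p = 0.0018). Of the other extracellular matrix genes 14 of 43 rose and 7 fell (16 and 8 when adjusted over the list alone, 20 and 5 over all 32 arrays, 16 and 4 in batch 2), with an adjusted p of 0.24, and with the authors' scaling alone 13 rose and 12 fell. fn1b, a fibronectin, rose by 3.47 and mmp9, a gelatinase, fell by 4.35. Of 21 collagens 4 fell and 1 rose in the paper's set (4 and 1 when adjusted over the list alone), with an adjusted p of 0.16, whereas 3 fell and 5 rose over all 32 arrays and 1 fell and 3 rose in batch 2. col5a2a rose, though not by its other probe set (-0.11, adjusted p = 0.84), and col9a3, col11a2, col14a1a and col10a1b fell. The collagens had 12 falling and 3 rising genes with scaling alone. Without 10B or 14A 0 collagens fell, and without 10A or 1B 2 did.

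Of 8 pigment cell genes 2 rose, dct and mitfa, and gch2 fell (2 and 2 when adjusted over the list alone, 1 and 0 over all 32 arrays, 1 and 1 in batch 2), a balance that turned to 1 and 3 with the authors' scaling alone, with an adjusted p of 0.88. Of 3 adipocyte genes cfd fell (1 when adjusted over the list alone, 2 over all 32 arrays, 3 in batch 2), with an adjusted p of 0.14. Of 4 smooth muscle genes tagln rose (1 when adjusted over the list alone, 1 over all 32 arrays, 2 in batch 2), with an adjusted p of 0.71. Of 77 cytosolic ribosomal protein genes 2 fell and 1 rose (1 and 1 when adjusted over the list alone), with an adjusted p of 0.48, while 43 fell with the authors' scaling alone. They were rpl22l1, rps6ka1, which encodes a kinase, and rps27l, which rose. Of 12 housekeeping references 2 fell (2 when adjusted over the list alone), gapdh (-2.04, adjusted p = 0.0015) and ppiaa, with an adjusted p of 0.18 for the list. By scaling alone 5 references and 2 adipocyte genes fell, and without 0A 2 references rose. The other probe sets of ppiaa (-0.11, adjusted p = 0.745) and gch2 (-0.33, adjusted p = 0.525) did not pass.

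At day 4 over all 32 arrays 23 probe sets were called in the real split and 1756 in the highest other, and 2 of 100 splits were as large. The splits moved arrays between hybridization runs and could call far more than the real one, so chance is not excluded. The highest split, which set 0A, 0B and 4A of batch 1 with 0C, 1C and 7C of batch 2, called many times the real count and points to a structure of the samples. In batch 2 8 were called in the real split and 1659 in the highest other, and 8 of 100 splits were as large, so chance is not excluded. The highest, which grouped 0B, 0C, 1C and 14B, points to such a structure too.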
